# Systematic identification and comparison of expressed profiles of lncRNAs and circRNAs with associated co-expression and ceRNA networks in mouse germline stem cells

**DOI:** 10.18632/oncotarget.15719

**Published:** 2017-02-25

**Authors:** Xiaoyong Li, Junping Ao, Ji Wu

**Keywords:** spermatogonial stem cell, female germline stem cell, lncRNA, circRNA, ceRNA

## Abstract

Accumulating evidence indicates that long noncoding RNAs (lncRNAs) and circular RNAs (circRNAs) involve in germ cell development. However, little is known about the functions and mechanisms of lncRNAs and circRNAs in self-renewal and differentiation of germline stem cells. Therefore, we explored the expression profiles of mRNAs, lncRNAs, and circRNAs in male and female mouse germline stem cells by high-throughput sequencing. We identified 18573 novel lncRNAs and 18822 circRNAs in the germline stem cells and further confirmed the existence of these lncRNAs and circRNAs by RT-PCR. The results showed that male and female germline stem cells had similar GDNF signaling mechanism. Subsequently, 8115 mRNAs, 3996 lncRNAs, and 921 circRNAs exhibited sex-biased expression that may be associated with germline stem cell acquisition of the sex-specific properties required for differentiation into gametes. Gene Ontology (GO) and KEGG pathway enrichment analyses revealed different functions for these sex-biased lncRNAs and circRNAs. We further constructed correlated expression networks including coding–noncoding co-expression and competing endogenous RNAs with bioinformatics. Co-expression analysis showed hundreds of lncRNAs were correlated with sex differences in mouse germline stem cells, including lncRNA Gm11851, lncRNA Gm12840, lncRNA 4930405O22Rik, and lncRNA Atp10d. CeRNA network inferred that lncRNA Meg3 and cirRNA Igf1r could bind competitively with miRNA-15a-5p increasing target gene Inha, Acsl3, Kif21b, and Igfbp2 expressions. These findings provide novel perspectives on lncRNAs and circRNAs and lay a foundation for future research into the regulating mechanisms of lncRNAs and circRNAs in germline stem cells.

## INTRODUCTION

Germline stem cells belong to adult stem cells, and they possess the ability that transmit genetic information from generation to generation [1–5]. Mammalian male germline stem cells, also know as spermatogonial stem cells (SSCs), were identified in the 1950s [2, 6, 7]. With the development of the transplantation technique [8, 9], *in vitro* SSCs culture systems [10, 11], and traditional methods, the study of SSCs has advanced to include molecular mechanisms and signal transduction.

A new class of germ cells, female germline stem cells (FGSCs), has been successfully isolated and purified using mouse vasa homolog (MVH)-based immunomagnetic sorting from neonatal and adult mammalian ovaries [6, 7, 12]. Although, compared with SSCs, less is known about FGSCs, an increasing number of research is now being focused on FGSCs [13, 6, 14]; in particular, the isolation and characterization of FGSCs from rat and human ovaries have allowed their biological functions and applications to be studied further [7, 15–17].

There is growing recognition that cells, especially mammalian cells, produce thousands of large noncoding transcripts. Long noncoding RNAs (lncRNAs) are a class of nucleic acid molecules defined as transcripts longer than 200 nucleotides (nt) that lack significant ORF (open reading frames) [18, 19]. LncRNAs are involved in a variety of biological processes, including maintenance of genome integrity, stem cell pluripotency, genomic imprinting, X inactivation, cell differentiation [19–26]. Circular RNAs (circRNAs) are a newly identified type of noncoding RNAs that is characterized by the presence of a covalent bond linking the 3′ and 5′ ends generated by backsplicing [19, 27–33]. CircRNAs are expressed widely in tissue- and developmental stage-specific patterns and a subset of circRNAs are conserved across species [32–41]. Currently, the functional research of circRNAs are mainly focused on microRNA sponges, RNA-binding protein and nuclear transcriptional regulators [33, 37, 42–45]. However, we know very little about the functions and mechanisms of lncRNAs and circRNAs in germline stem cells. Therefore, it is significant to study the transcription and functions of lncRNAs and circRNAs in germline stem cells, because the results may contribute to an understanding of their roles in reproduction and development.

Currently, we investigated the expression profiles of lncRNAs and circRNAs in male and female mouse germline stem cells by high-throughput sequencing. We identified 18573 novel lncRNAs and 18822 circRNAs and further confirmed the existence of these lncRNAs and circRNAs using qRT-PCR and RT-PCR. The whole gene expression profiles of SSCs and FGSCs showed that certain genes had similar gene expression patterns at both the mRNA and lncRNA levels. Further, we showed that FGSCs had similar GDNF signaling mechanism as SSCs. We also investigated the sex-biased lncRNAs, mRNAs, and circRNAs in SSCs and FGSCs using high-throughput sequencing. We not only detected associated gene ontology (GO) terms and kyoto encyclopedia of genes and genomes (KEGG) pathways, but also delineated comprehensive functional landscapes of coding–noncoding co-expression and competing endogenous RNAs (ceRNAs) in germline stem cells using bioinformatics approaches. Our findings reveal, for the first time, lncRNA and circRNA profiles related to the self-renewal and the sex-specific properties required for differentiation into gametes and provide insights into sex differences in lncRNA and circRNA expression in germline stem cells, which could promote studies of their roles in germline stem cells.

## RESULTS

### Strand-specific RNA sequencing and assembly of mouse germline stem cell libraries

For systematic identification and comparison of the expression patterns of lncRNAs and circRNAs with associated co-expression and ceRNA networks in mouse germline stem cells (Supplementary Figure 1), we isolated SSCs and FGSCs using two-step enzymatic digestion, as described previously [10, 12]. The cells were purified using fluorescence-activated cell sorting (see MATERIAL AND METHODS, Figure 1A–1D). The germline stem cells were evaluated by the following experiments. Firstly, we determined the expression of Mvh (mouse vasa homolog, also termed DEAD box polypeptide 4, Ddx4) [46], Dazl (deleted in azoospermia-like) [47, 48], Fragilis (also termed interferon induced transmembrane protein 3, Ifitm3) [49], Oct4 (organic cation/carnitine transporter4, also termed POU domain, class 5, transcription factor 1, Pou5f1) [50], Stella (also termed developmental pluripotency-associated 3, Dppa3) [49, 51] and Blimp1 (also termed PR domain containing 1, with ZNF domain, Prdm1) [52] in SSCs and FGSCs that we isolated using RT-PCR analysis. The results showed that the cells express Mvh, Dazl, Fragilis, Oct4, Stella and Blimp1 (Supplementary Figure 2A). Secondly, immunofluorescence analysis confirmed the expression of Mvh, Oct4 and Dazl (Supplementary Figure 2B and 2C). Thirdly, based on the results from our previous study, we further checked eighteen stemness genes expression in isolated SSCs and FGSCs [6]. Using RT-PCR analysis, all of the eighteen stemness genes were expressed in both isolated SSCs and FGSCs (Supplementary Figure 2D). And lastly, immunofluorescence analysis of EdU (5-ethynyl-2′-deoxyuridine) incorporation demonstrated that both isolated SSCs and FGSCs possessed proliferative ability and SSCs and FGSCs that we isolated contained same portion (> 90%) of the truly germlien stem cells (Figure 1E–1J). All the characteristics detected clearly demonstrate both SSCs and FGSCs that we isolated possessed germ cell and stem cell characteristics. Using Illumina (paired-end) sequencing technology to analyze the expression profiles of mRNAs and non-coding RNAs in the two types of germline stem cells. 

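SSCs are the stem cells of the male germline, sorted from testis, and FGSCs are their counterpart sorted from ovary. Each cell type was sequenced as 3 libraries, from pools that the paper gives as 50 mice for SSCs and 500 mice for FGSCs. The paper gives the donors' age as 6 days for SSCs and 3 to 5 days for FGSCs, whereas the sample labels give 3 to 5 days for SSCs and 6 days for FGSCs. In the paper's Table 1 the SSC libraries hold 71636014 to 81823768 clean reads (median 80518840) and the FGSC libraries 81770884 to 82531960 (median 81854598). The share of reads that the same table gives as uniquely aligned is 75.5% to 78.4% in SSCs and 80.7% to 84.0% in FGSCs. The values used at the conclusions that follow are those of the newly assembled lncRNAs, for which the authors computed FPKM with Cuffdiff 2.1.1 (version from the submitters' processing notes) on the mm10 genome. They are 1 FPKM value per transcript for SSCs and 1 for FGSCs. No value per library was used here, so that no SD, no n and no replicate test could be given, and the number of reads behind each transcript is unknown. The median over transcripts was 0.251 FPKM in SSCs and 0.442 FPKM in FGSCs. In SSCs 3507 transcripts were listed at 0 and in FGSCs 1329, with 11 listed at 0 in both. Fold changes were computed as log2(FPKM + 0.5) in SSCs minus the same value in FGSCs, which understates the change of low transcripts. The mRNAs, circRNAs and known lncRNAs of the paper were not analysed here.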

A total of 249,912,216 and 261,924,516 raw reads were generated in the SSC and FGSC libraries, respectively. The GC content was 53.5% and 50.7% in the two libraries, respectively. After discarding reads with adapters, poly-N >10%, and other possible contaminants, 233,978,622 (93.6%) and 246,157,442 (94.0%) clean reads remained and were used in the following analyses. Approximately 86.7% and 91.1% of the clean reads in the SSC and FGSC libraries, respectively, were mapped to the mouse reference genome (UCSC mm10) [53], and 58364 transcripts were assembled using Scripture [54] and Cufflinks [55] (Table 1).

**Figure 1:**
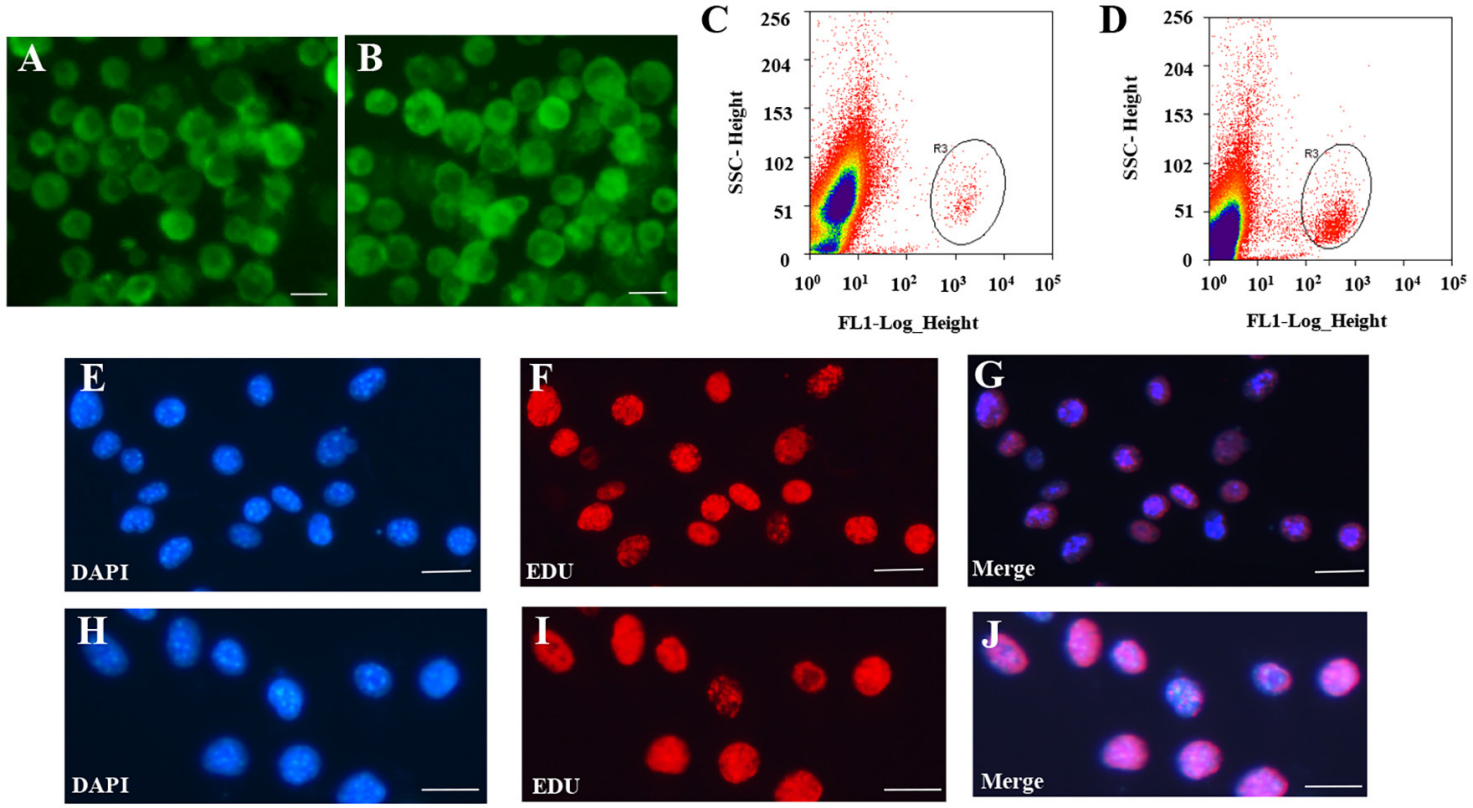
Isolation and purification of FGSCs and SSCs (**A**–**B)** Representative morphology of female germ line stem cells (FGSCs) (A) and male germ line stem cells (SSCs) (B) under fluorescence microscopy after purification with fluorescence-activated cell sorting (FACS). (**C**–**D)** Representative examples of FGSC (C) and SSC purification (D) with FACS. (**E**–**G**) Purity of FGSCs was evaluated by immunofluorescence analysis of 5-ethynyl-2′-deoxyuridine (EdU). (**H**–**J**) Purity of SSCs was evaluated by immunofluorescence analysis of EdU. Scale bars = 10 μm. Each experiment was conducted three times.

**Table 1:** Alignment and quantification statistics in each strand-specific RNA-seq library sample

Library	Total reads	Number of reads after trim	Percentage trimmed	Percentage aligned	Percentage uniquely aligned
FGSC lib-1	87193802	81770884	93.78	90.81	80.69
FGSC lib-2	87466014	82531960	94.36	90.14	81.12
FGSC lib-3	87264700	81854598	93.80	92.35	83.98
SSC lib-1	76414038	71636014	93.75	86.81	77.18
SSC lib-2	87385442	81823768	93.64	87.56	78.40
SSC lib-3	86112736	80518840	93.50	85.72	75.47

### Novel lncRNAs were identified in both SSCs and FGSCs

We searched across all six samples (see MATERIAL AND METHODS) for novel lncRNAs that were not present in the RefSeq (https://www.ncbi.nlm.nih.gov/refseq/), Ensembl (http://asia.ensembl.org/index.html), or Noncode v3.0 (http://www.noncode.org/index.php) lncRNA databases. To minimize the false-positive rates in identifying novel lncRNAs from among the 58364 assembled transcripts, we developed a stringent filtering pipeline to discard transcripts without all the characteristics of lncRNAs. 

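At a locus on chromosome 2 from 169633013 to 170071816 (mm10), which lies over Tshz2, a gene for a zinc finger protein, and over the lncRNA gene Gm26883, 44 transcripts were assembled. Their FPKM summed to 71.2 in SSCs and 1.30 in FGSCs, and each of the 44 was higher in SSCs. The 30 transcripts at Pcdh15, a protocadherin gene on chromosome 10, summed to 43.0 FPKM in SSCs and 0.740 FPKM in FGSCs. The opposite was measured on chromosome 17 from 93538528 to 93647268, a stretch with no protein-coding or lncRNA gene in GENCODE M21, where 34 transcripts summed to 1.31 FPKM in SSCs and 56.3 FPKM in FGSCs. The authors' deposited table marks 2 transcripts as significant at each of these 3 loci. These loci were picked after the values were seen, as those with the most transcripts. In all, 18573 transcripts were assigned to 17293 genes at 15007 separate loci. Relative to known genes, 15982 of the transcripts (86.0%) were intergenic, 1551 (8.35%) overlapped exons on the opposite strand, 839 shared a splice junction with a known transcript and 201 overlapped exons in another way. Of the 15982 intergenic transcripts, 11880 (74.3%) lay at loci that overlap no GENCODE M21 gene on either strand, 1826 at loci that overlap a lncRNA gene of that annotation and 2158 at loci that overlap a protein-coding gene. Strand and exon structure were not used here, and a locus can be wider than a transcript in it.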

After discarding transcripts that were less than 200 bp in length and had one exon, there-read coverage, we evaluated the coding potential of the remaining transcripts using the CPC (Coding Potential Calculator) and CNCI (Coding-Non-Coding Index) software [56], and identified 18573 possible novel lncRNAs (Supplementary Table 1) and 5803 known lncRNAs (Supplementary Table 2) (Figure 2A).

**Figure 2:**
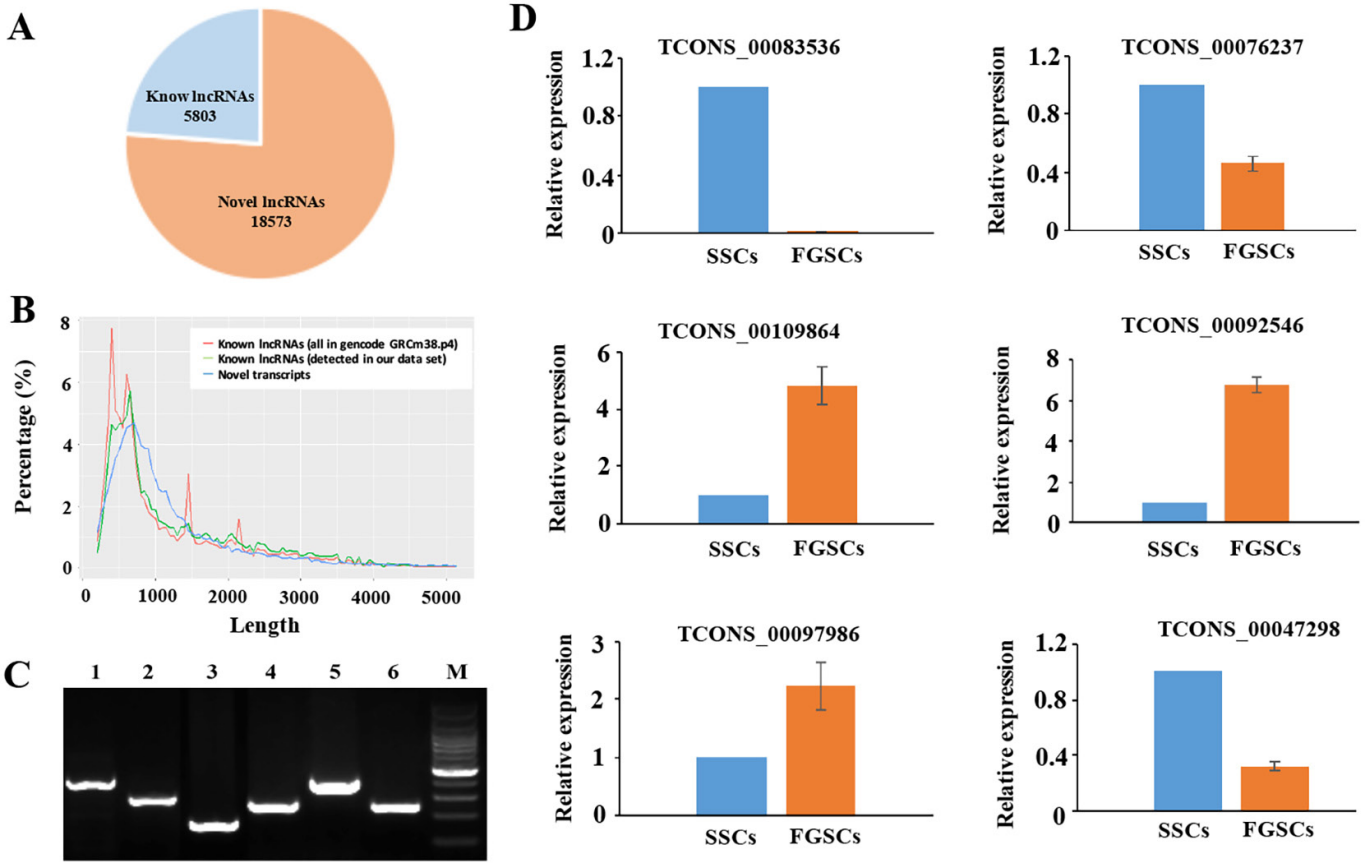
Novel LncRNAs were identified and verified (**A**) A pie diagram showing the number of novel and known lncRNAs we identified. (**B**) Length distribution of the potential novel lncRNA transcripts. The known lncRNAs in NONCODE v3.0 database are used as a control (both the whole data set and the ones detected in our RNA- Seq data). (**C**) Validation of 6 randomly selected novel lncRNAs by RT-PCR. Lanes 1–6 randomly selected novel lncRNAs (TCONC_00109864, TCONC_00083536, TCONC_0047298, TCONC_00076237, TCONC_00097986, TCONC_00092546); M, 100bp DNA ladder. (**D**) Expression patterns of the selected lncRNAs in the two groups were consistent with FPKM values of these lncRNAs, and the sequencing results correlated with the qRT-PCR results. GAPDH was used as internal control. The experiments were conducted three times.

The average length of the novel lncRNAs was 1427 nucleotides, similar to the known lncRNAs (Figure 2B). The average size of the open reading frames (ORFs) in the lncRNAs and mRNAs was 86.24 bp and 394.84 bp, respectively, which indicated that the mRNA ORFs were significantly longer than lncRNAs ORFs. LncRNAs cannot code for proteins because they lack significant ORFs. Among the 18573 novel lncRNAs, we found 4300 that were expressed at an FPKM (fragments per kilobase of exon per million reads mapped) value of > 1 and 12022 that were expressed at an FPKM value of > 0.5. 

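Transcripts above 1 FPKM in at least 1 cell type numbered 4299, and 12019 were above 0.5 FPKM. Of those above 1 FPKM, 1737 passed this level in SSCs alone, 1821 in FGSCs alone and 741 in both. The level of 0.5 FPKM was passed by 4126 in SSCs alone, 5851 in FGSCs alone and 2042 in both. Above 10 FPKM were 135 transcripts in SSCs and 77 in FGSCs, 23 of them in both. The most abundant in SSCs was TCONS_00166697, an intergenic transcript on chromosome X from 140485260 to 140485589, 9120 bp from Prps1, a gene of nucleotide synthesis, with 1103 FPKM in SSCs and 6.19 FPKM in FGSCs. In FGSCs it was TCONS_00117683, on chromosome 5 from 26006656 to 26051494, with 207 FPKM and listed at 0 in SSCs, a difference that is not significant in the authors' deposited table (p = 0.0932). Transcripts abundant in both cell types included TCONS_00036673, antisense to Cpsf2, a gene of mRNA 3′ end processing, with 98.6 FPKM in SSCs and 85.6 FPKM in FGSCs. Its log2 change (SSCs over FGSCs) was 0.20 and turned to -1.10 after quantile normalization. These 3 transcripts were chosen after their values were seen.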

A total of 18336 novel lncRNAs were expressed at an FPKM value of > 0.1 in at least one of the two samples.

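The level of 0.1 FPKM was passed by 18334 transcripts in at least 1 cell type, 11945 of them in SSCs and 15565 in FGSCs. Both cell types passed it for 9176 transcripts, SSCs alone for 2769 and FGSCs alone for 6389.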

Six putative novel lncRNA transcripts identified in SSCs and FGSCs libraries were randomly selected to validate using RT-PCR. As shown in Figure 2C, six putative lncRNA transcripts were all amplified with expected size. In addition, we selected TCONS_00083536, amplified by RT-PCR, to clone its sequence using RACE clone technology, and a 1163 bp length sequence was cloned. The cloned sequence can blast with the RNA-seq data completely. The qRT-PCR results indicated that the expression patterns of the selected lncRNAs in the two groups were consistent with FPKM values of these lncRNAs, and the sequencing results correlated with the qRT-PCR results (Figure 2D). All of these above mentioned showed that our pipeline is highly strict in identifying putative lncRNA, and most of them are truly expressed *in vivo*.

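Of the 6 lncRNAs, TCONS_00109864, TCONS_00097986 and TCONS_00092546 had higher FPKM in FGSCs, and TCONS_00083536, TCONS_00047298 and TCONS_00076237 had higher FPKM in SSCs. TCONS_00092546 is antisense to Dnajc19, a gene of mitochondrial protein import, on chromosome 3 from 34008016 to 34081321 (mm10), and had 36.9 FPKM in FGSCs and 5.19 in SSCs, 7.10 times higher in FGSCs. TCONS_00109864 overlaps Rnu11, the gene of the U11 snRNA, on chromosome 4 from 132265708 to 132270904, and had 5.94 FPKM in FGSCs and 1.23 in SSCs. TCONS_00097986 shares a splice junction with Chtop, a gene of mRNA export, on chromosome 3 from 90498956 to 90509588, and had 21.3 FPKM in FGSCs and 10.1 in SSCs. TCONS_00083536, antisense to Gm26883, had 1.61 FPKM in SSCs and 0.0256 in FGSCs. The intergenic TCONS_00047298, on chromosome 14 from 34634095 to 34634301, had 12.0 FPKM in SSCs and 3.82 in FGSCs. TCONS_00076237 lies on chromosome 19 from 60753780 to 60755724, 263 bp from Nanos1, and had 1.64 FPKM in SSCs and 0.833 in FGSCs. In the authors' deposited table the differences of TCONS_00109864 (p = 5e-05, q = 0.000314), TCONS_00076237 (p = 0.0001, q = 0.000608) and TCONS_00097986 (p = 0.00125, q = 0.00629) are significant. For TCONS_00047298 (p = 0.0274, q = 0.0909), TCONS_00083536 (p = 0.146, q = 0.268) and TCONS_00092546 (p = 0.159, q = 0.284) the authors' deposited table gives no significant difference. The qRT-PCR values were not analysed here.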

### Chromosomal location and classification of the novel lncRNAs

The lncRNA and mRNA transcripts were found to be distributed on all of the mouse chromosomes. Statistical analysis showed that the novel lncRNAs were widely scattered in all the chromosomes and that the ratio of lncRNA expression was much higher than mRNA expression from each chromosome (Figure 3A). These results demonstrated that transcription of lncRNA genes were in accordance well with the transcription of mRNA genes in both the male and female germline stem cells.

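Every chromosome held newly assembled lncRNAs. Chromosome 2 held the most, 1353, followed by chromosomes 5 with 1126, 9 with 1119 and 7 with 1118, while chromosome 19 held 540, the X chromosome 666 and the Y chromosome 12. Per Mb, chromosome 9 was the densest with 8.98 lncRNAs and chromosome 19 next with 8.79. The X chromosome had 3.89 per Mb, the lowest apart from the Y chromosome. On 5 of the 20 chromosomes (autosomes and X), 3, 12, 13, 16 and 18, lncRNA transcripts outnumbered the protein-coding genes of GENCODE M21, with 1.46 lncRNA transcripts per coding gene on chromosome 12 and 1.46 on chromosome 18. Chromosome 7 had 0.553 per coding gene. These ratios set transcripts against annotated genes, expressed or not, whereas Fig. 3A sets lncRNAs beside mRNAs. Across these 20 chromosomes, the number of lncRNAs rose with the number of coding genes (Pearson's r = 0.706, permutation p = 0.00037, adjusted p = 0.00111, and Spearman's rho = 0.738, permutation p = 0.00032, adjusted p = 0.00096, two-sided and over 3 relations). Without chromosomes 7 and 2, the farthest from the median in coding genes, r was 0.596. The number of lncRNAs also rose with chromosome length (r = 0.675, permutation p = 0.00114, adjusted p = 0.00171, and rho = 0.589, permutation p = 0.00696, adjusted p = 0.0104), with r = 0.582 without chromosomes 1 and 19. Per Mb the relation with coding genes was weaker (r = 0.467, permutation p = 0.0376, adjusted p = 0.0376, and rho = 0.376, permutation p = 0.105, adjusted p = 0.105). The expression of mRNAs was not analysed here.

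**Figure D1:**
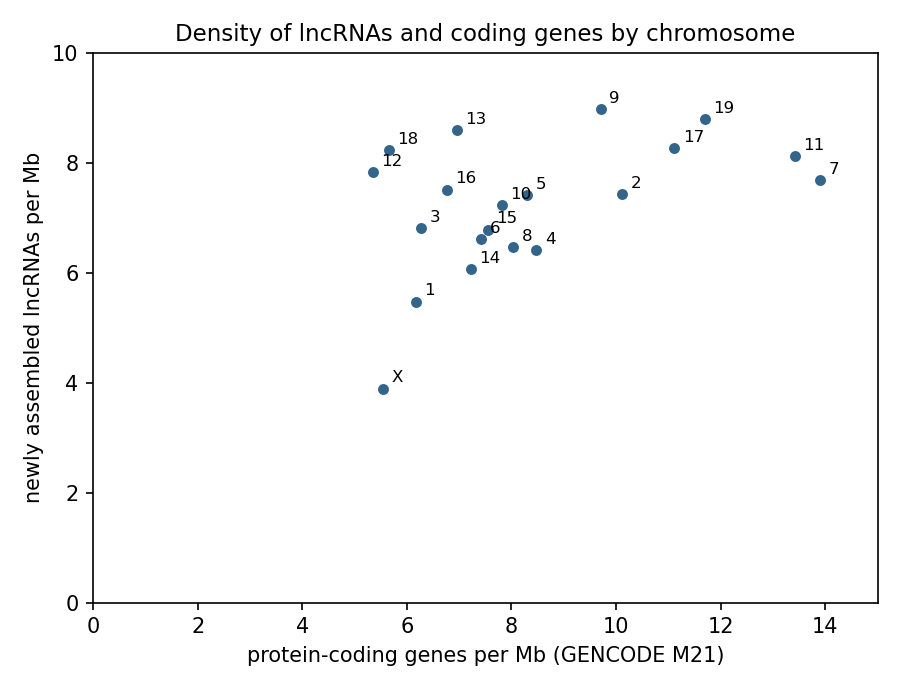
Newly assembled lncRNAs per Mb (vertical axis) against protein-coding genes per Mb (horizontal axis) for the autosomes and the X chromosome, 1 labelled point per chromosome. The X chromosome lies lowest at 3.89 lncRNAs per Mb and chromosome 9 highest at 8.98.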

**Figure 3:**
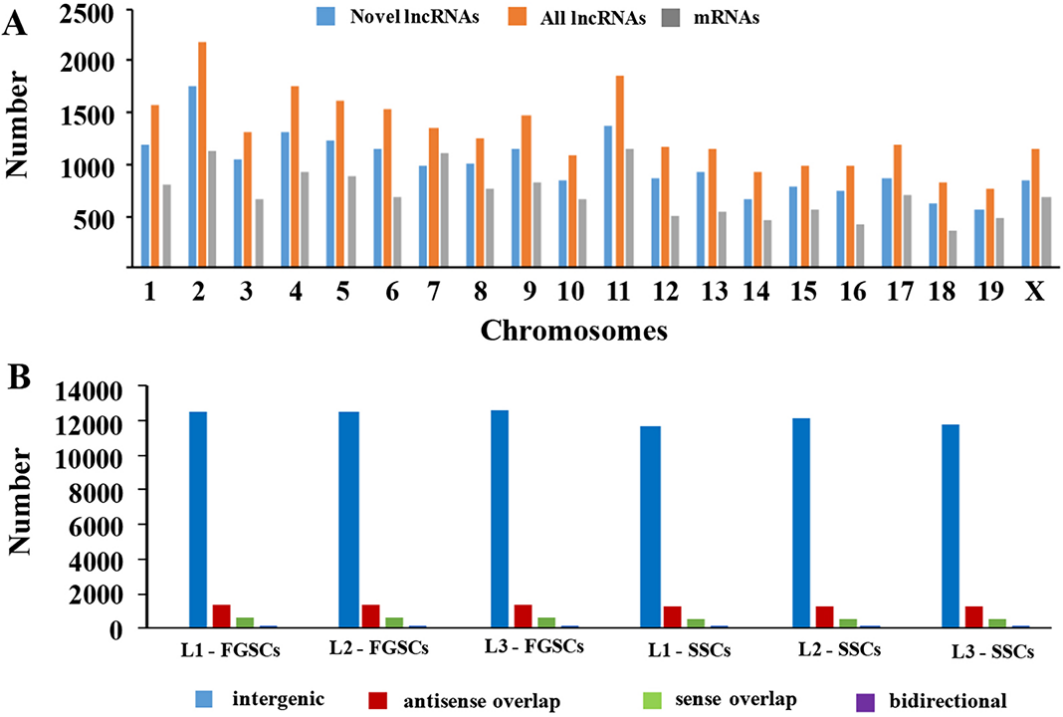
Chromosomal distribution and classification of the novel lncRNAs (**A**) The numbers of lncRNAs and mRNAs localized on each chromosome. (**B**) The numbers of the four types of novel lncRNAs (sense, antisense, bidirectional, and intergenic) that existed in the male and female germline stem cells (SSCs and FGSCs).

In addition, according to its location relative to nearby protein-coding genes, a lncRNA could be classified as sense overlap lncRNA, bidirectional lncRNA, antisense lncRNA, or intergenic lncRNA [57–61]. 

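Intergenic transcripts above 0.1 FPKM numbered 10074 in SSCs (84.3% of the transcripts above that level there) and 13500 in FGSCs (86.7%), and 7666 were shared by both. Antisense transcripts above that level numbered 1214 in SSCs (10.2%) and 1339 in FGSCs (8.60%), with 1008 shared. Those overlapping exons on the sense strand numbered 657 in SSCs (5.50%) and 726 in FGSCs (4.66%), with 502 shared. Antisense transcripts had median levels of 0.479 FPKM in SSCs and 0.536 FPKM in FGSCs, and intergenic transcripts 0.231 FPKM and 0.439 FPKM. Bidirectional lncRNAs were not counted apart, since the class codes of the transcripts do not mark them. With any value above 0 counted, intergenic transcripts numbered 12749 in SSCs and 14839 in FGSCs, antisense 1416 and 1464, and sense 901 and 941.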

Among the novel lncRNAs in our study, the intergenic lncRNAs constituted the majority, and the numbers of lncRNAs of each type were similar between SSCs and FGSCs (Figure 3B).

### Similar lncRNA profiles and GDNF signaling mechanism shared by mouse SSCs and FGSCs

Our previous microarray data showed that the whole gene expression profiles of SSCs and FGSCs were similar [6]. Here, our high-throughput sequencing data gave the same results; that is, the whole gene expression patterns showed that certain genes had similar expressing patterns at the mRNA and lncRNA levels in both SSCs and FGSCs (Figure 4A, 4B). In addition, functional analysis of the highly co-expressed mRNAs and lncRNAs showed that they were enriched in gene ontology (GO) terms related to cell cycle, cell proliferation and cell division (Supplementary Figure 3), implying that SSCs and FGSCs had similar germline stem cell maintenance mechanisms, consistent with the results of our previous research with microarray data [6].

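Over the 2042 lncRNAs with at least 0.5 FPKM in both SSCs and FGSCs, a set chosen after seeing the data, the median difference between SSCs and FGSCs was -0.06 on the log2(FPKM + 0.5) scale, which draws low values together. Across these transcripts, which are not independent replicates, the levels in SSCs and FGSCs had a Pearson correlation of 0.478 and a Spearman correlation of 0.423. They made up 17.0% of the 12019 lncRNAs that reached this level in at least 1 cell type. Among the 12019, the median difference was -0.42 and the correlations across transcripts were -0.097 (Pearson) and -0.360 (Spearman). The sign of Pearson's correlation turned with the pseudocount and the filter, to 0.00543 with log2(FPKM + 1) and 0.0191 with no filter, and it was -0.278 with log2(FPKM + 0.1). Both filters shape these correlations, since requiring a level in at least 1 cell type leaves out transcripts low in both. Named transcripts with close levels included TCONS_00128264, which shares a junction with Mrpl35, a gene of the mitochondrial ribosome, with 45.3 FPKM in SSCs and 48.1 FPKM in FGSCs (chosen after its values were seen). Its log2 change (SSCs over FGSCs) of -0.09 was 0.03 with the medians of SSCs and FGSCs made equal and -1.25 after quantile normalization. With 1 value per cell type, the variation between libraries of one cell type could not be set beside these differences.

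**Figure D2:**
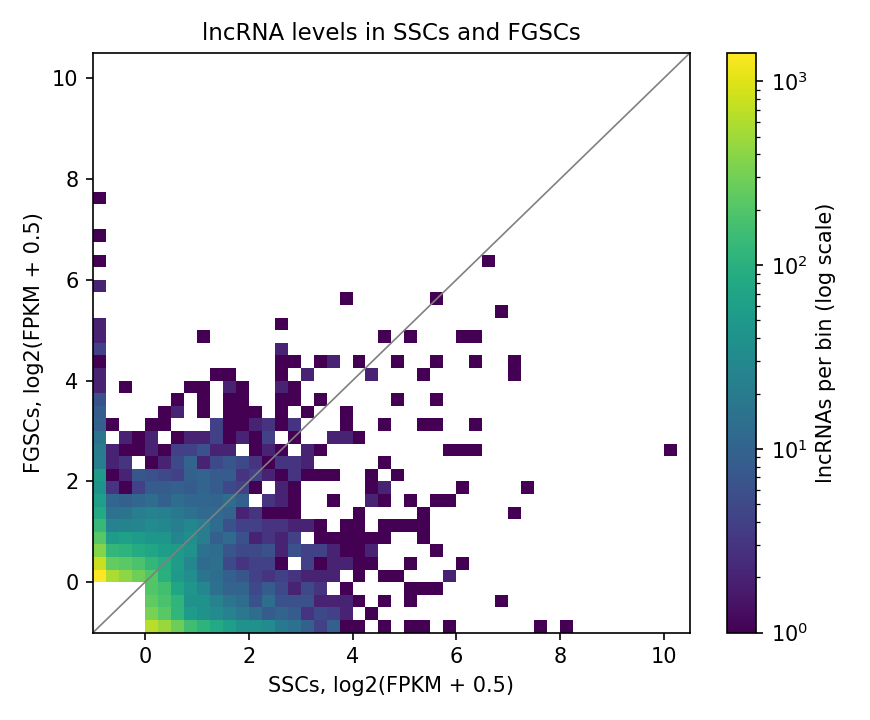
Levels of the 12019 lncRNAs with at least 0.5 FPKM in at least 1 cell type, as log2(FPKM + 0.5) in SSCs (horizontal axis) and FGSCs (vertical axis); colour gives the number of lncRNAs per bin on a log scale and the line marks equal levels. Of these lncRNAs, 2042 reach 0.5 FPKM in both cell types.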

**Figure 4:**
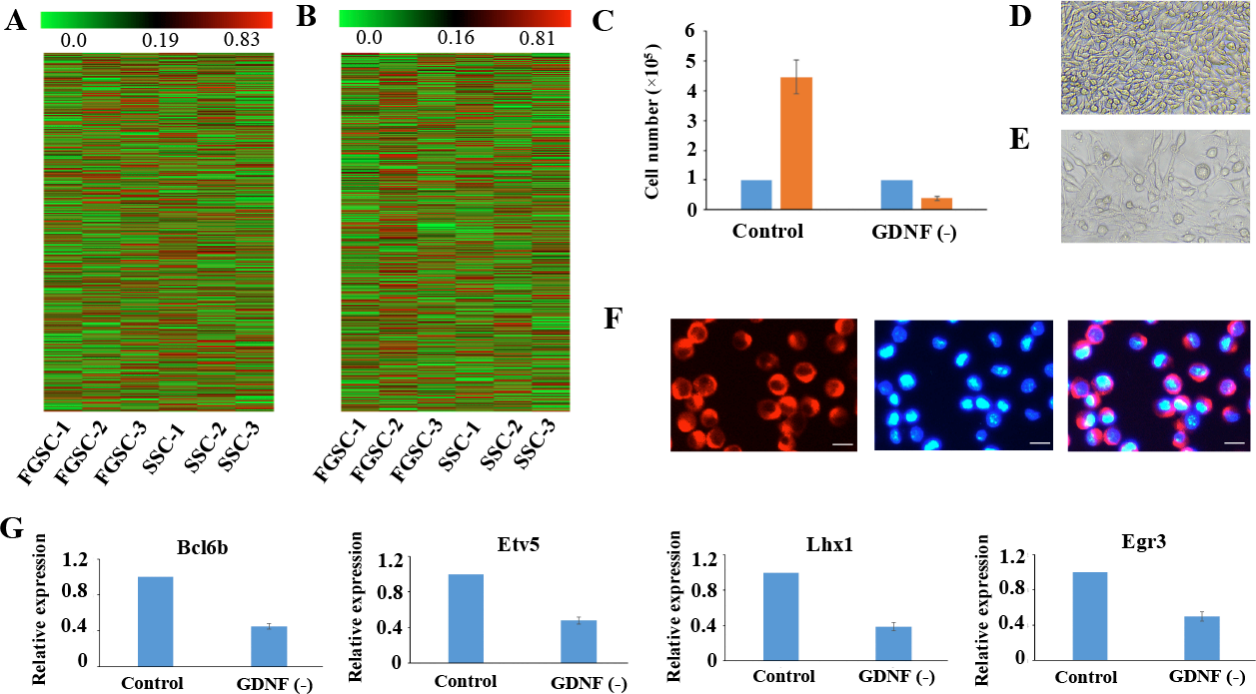
Similar lncRNA profiles and self-renewal mechanisms shared by mouse SSCs and FGSCs (**A**–**B**). Heat map showing expression profiles of mRNAs (A) and lncRNAs (B). The maps are based on the expression values of all expressed lncRNAs and mRNAs detected by high-throughput sequencing. The color scale indicates the expression values; the intensity increases from green to red. Each column represents one sample, and each row represents a transcript. (**C**–**E**) Proliferation of FGSCs in culture was dependent on the glial cell line-derived neurotrophic factor GDNF. Cells plated at 1.0 × 10^5^ per well into culture medium without GDNF did not proliferate (average 0.4 × 10^5^ per well) after a week. FGSCs were cultured with culture medium containing GDNF as the control. Error bars indicate the standard deviation (SD). Each experiment was conducted three times. (**F**) The FGSCs was detected by immunofluorescence analysis with the antibodies against GFRA1. Left, GFRA1 immunofluorescence. Middle, DAPI immunofluorescence. Right, merge for GFRA1 and DAPI immunofluorescence Scale bars: 10 μm. (**G**) Withdrawal of GDNF for a week resulted in a significant change in the expression levels of self-renewal-related genes that showed the largest response to the GDNF signal, including Bcl6b, Etv5, Lhx1, and Egr3. GAPDH was used as an internal control. Error bars indicate the standard deviation (SD). Each experiment was conducted three times.

GDNF is the first priority extrinsic factor that promotes self-renewal of SSC in a dose-dependent patter. GDNF signals promote self-renewal of SSC by PI3K-Akt, Ras/ERK1/2 and SFK pathways. [7, 62, 63]. Interestingly, the strong enrichment PI3K-Akt pathway, which was observed in the highly co-expressed mRNAs and lncRNAs of SSCs and FGSCs (Supplementary Figure 4), suggests that FGSCs had a similar GDNF signaling mechanism as SSCs. To determine whether FGSCs had the same GDNF signaling mechanism as SSCs, we removed GDNF from the culture medium for a period of 7 days and found that the results were similar to those of a previous study on SSCs [64]. Withdrawal of GDNF for a week resulted in a significant reduction in cell numbers (of 1.0 × 10^5^ plated cells, an average of 0.4×10^5^ remained after GDNF depletion) (Figure 4C–4E). Subsequently, we showed that GFRα1 (GDNF family receptor alpha 1) expressed on the surface of FGSCs by immunofluorescence staining (Figure 4F). A previous study showed that the genes that responded most dramatically to GDNF may be downstream effectors of GDNF signals, such as Bcl6b, Lhx1, Etv5, and Egr3 [7, 65]. In view of the above information, we further found withdrawal of GDNF for a week resulted in decrease in the gene expression levels of these self-renewal-related genes that responded most to GDNF signaling in FGSCs (Figure 4G). These data indicate that FGSCs has similar GDNF signaling mechanism as SSCs.

### Transcriptome analysis reveals abundant lncRNAs with sex-biased expression

Germline stem cells are derived from primordial germ cells and are subsequently subjected to a sex-specific fate to become male and female germline stem cells [3]. We have shown that similar lncRNA profiles and self-renewal mechanisms are shared by mouse SSCs and FGSCs. However, the sex-specific basis of germline stem cells is poorly understood.

Accurate gene expression profiles have been provided by our strand-specific RNA sequencing, consequently, we were able to select genes with sex-biased expression in male and female germline stem cells for analysis of sex specifically expression. According to the lncRNA and mRNA expression profiles, 8115 mRNAs and 3996 lncRNAs (including 3695 novel lncRNAs) exhibited sex-biased expression (absolute *p*-value < 0.05) between male and female germline stem cells. Of these sex-biased lncRNAs and mRNAs, 1500 lncRNAs (including 1364 novel lncRNAs) and 4221 mRNAs exhibited male-biased expression and 2496 lncRNAs (including 2331 novel lncRNAs) and 3894 mRNAs exhibited female-biased expression (Figure 5A, 5B). 

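Among 10596 lncRNAs that the authors tested and that reached 0.5 FPKM in SSCs or FGSCs, 2765 differed between the cell types at an adjusted p under 0.05 and a log2 fold change beyond 1, from the p-values of the authors' deposited table, adjusted again (Benjamini-Hochberg) over these 10596. Intergenic lncRNAs gave 1024 of the male-biased and 1520 of the female-biased calls, out of 8898 tested. Of 1140 antisense lncRNAs tested, 36 were male-biased and 90 female-biased. Of the 2765, 1851 were listed at 0 in one of the cell types, 690 in FGSCs and 1161 in SSCs. The other 914 calls were above 0 FPKM in both cell types, and 744 of them passed when the p-values were adjusted over such transcripts alone, a choice made after seeing the data. The authors' deposited table marks 3695 lncRNAs as significant, 1894 of them listed at 0 in one cell type, and 2658 of the 2765 are among the 3695. The 3695 are those with a q under 0.05 in the authors' deposited table and no fold limit, and 3505 of them have a log2 fold change beyond 1 there. The smallest p in the authors' deposited table is 5e-05.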

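Male-biased lncRNAs numbered 1085 and female-biased lncRNAs 1680 by the same calls, with median levels in the higher cell type of 1.27 FPKM and 0.956 FPKM. The numbers were nearer to each other with log2(FPKM + 1) (598 male-biased and 618 female-biased), with at least 1 FPKM required (688 and 801), with equal medians (1163 and 1413) and after quantile normalization (1185 and 1405). Above 10 FPKM were 82 of the male-biased and 35 of the female-biased lncRNAs. The median locus length was 693 bp for male-biased and 1532 bp for female-biased lncRNAs, and levels were not compared at equal length. The female-biased lncRNAs with annotated names and the largest changes were at Gc, Osgep, Gm25666 and Gm6086. TCONS_00119162, which shares a junction with Gc, the gene of the vitamin D-binding protein, had 23.3 FPKM in FGSCs and was listed at 0 in SSCs (p = 5e-05 in the authors' deposited table). TCONS_00047708, at Osgep, a gene of tRNA modification, had 8.36 FPKM in FGSCs and 0.141 FPKM in SSCs (p = 0.0043 in the authors' deposited table). TCONS_00112381 is antisense to Gm25666 at a locus over Cib4 and had 5.86 FPKM in FGSCs and 0.0459 in SSCs, and TCONS_00003085 at Gm6086 had 6.68 and 0.211. The male-biased lncRNAs with annotated names and the largest changes were antisense to Gm22918, Gm27844, Yam1 and Gm11292. TCONS_00017876, at Gm22918 on chromosome 10, 39023 bp from Kitl, had 10.0 FPKM in SSCs and 0.335 in FGSCs (p = 5e-05 in the authors' deposited table). TCONS_00066600 at Yam1 had 83.4 FPKM in SSCs and 7.75 in FGSCs, at a locus that also holds Rn18s-rs5, a copy of ribosomal RNA sequence. TCONS_00004818 at Gm27844 had 10.1 FPKM in SSCs and 0.514 in FGSCs, and TCONS_00040577 at Gm11292 had 12.3 and 1.13; these loci also hold 6 and 2 tRNA genes. Of 35 gene lists for germ cells, other gonadal cells and pathways, 16 had no newly assembled lncRNA at a member and 3 had a call. These were female-biased lncRNAs at Mirg (1 of 7 tested at maternally expressed imprinted genes), at Impact (1 of 3 at paternally expressed ones) and at Actg2, a smooth muscle actin (1 of 1 among markers of peritubular myoid cells), and the counts were the same, 1, 1 and 1, adjusted over the list alone. The transcript at Mirg is not significant in the authors' deposited table, and its call here was lost with log2(FPKM + 1) and above 0 FPKM in both cell types, the latter chosen after seeing the data. TCONS_00124433, antisense to Actg2, had 1.13 FPKM in FGSCs and 0.240 in SSCs, and did not pass the fold limit with log2(FPKM + 1) or after quantile normalization.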

The Fisher's exact test was applied to evaluate the chromosomal distribution for the sex-biased lncRNAs and mRNAs by calculating odds ratio [66]. The odds ratio was defined as the ratio between male-biased ncRNAs and mRNAs (autosomal/X-linked) and non-male-biased lncRNAs and mRNAs (autosomal/X-linked) respectively [66]. Therefore, an odds ratio >1 indicates male-biased genes are enriched on autosomes and an odds ratio <1 indicates X enrichment. The odds ratio for male-biased lncRNAs was 1.22 (*p* < 0.01, Fisher's exact test for each comparison), indicating that male-biased lncRNAs were enriched on autosomes. 

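The 1082 male-biased lncRNAs on autosomes or the X chromosome comprised 1062 autosomal and 20 X-linked transcripts, and the 9504 others tested comprised 9178 and 326. The X chromosome held 1.85% of the male-biased lncRNAs and 3.43% of the others. The odds ratio was 1.89 (95% confidence interval 1.20 to 2.98, p = 0.00381, two-sided Fisher's exact test). This ratio rests on the 20 X-linked calls, and by the same exact test it was 1.43 (p = 0.235) with log2(FPKM + 1), 1.49 (p = 0.182) with at least 1 FPKM required, and 1.59 (p = 0.311) above 0 FPKM in both cell types, a setting chosen after seeing the data. Transcripts of one gene are not independent of each other, and with 1 transcript per gene, also chosen after seeing the data, the ratio was 1.81 (p = 0.00746, exact test). Neighbouring genes are not independent either, since sex-biased neighbours up to 10 kb apart had the same direction in 98.9% of pairs. The exact tests and the interval take no account of this.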

A similar trend was found for mRNAs, the odds ratio for male-biased mRNAs was 1.41. In contrast, we found that female-biased lncRNAs and mRNAs were significantly overrepresented on the X chromosomes in SSC versus FGSC comparisons (the odds ratios were 0.81 and 0.74, respectively). 

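Female-biased lncRNAs comprised 1592 autosomal and 87 X-linked transcripts, so that 5.18% were X-linked, against 2.91% of the 8907 other lncRNAs tested on these chromosomes. The odds ratio was 0.548 (95% confidence interval 0.427 to 0.703, p = 6.07e-06, two-sided Fisher's exact test). The test and the interval treat transcripts as independent, although 98.9% of neighbouring sex-biased genes up to 10 kb apart had the same direction. The p-value may therefore be too small and the interval too narrow. The X chromosome had 87 female-biased to 20 male-biased lncRNAs of 346 tested, chromosome 14 had 111 to 32 of 439, and chromosome 8 had 78 to 83 of 508. The female-biased share of chromosome 14, an autosome, was thus close to that of the X chromosome. Chromosome 14 had the highest such share of the autosomes, followed by chromosome 6 with 103 of 522. On the X chromosome from 164637505 to 164827316, 8 female-biased lncRNA genes summed to 7.27 FPKM in FGSCs and were listed at 0 in SSCs, a stretch chosen after its values were seen. X-linked loci had a median GC content of 41.6%, against 44.2% for autosomal loci, and female-biased lncRNAs also lay in loci of lower GC content (median 42.4%) than male-biased lncRNAs (45.0%). A Mantel-Haenszel odds ratio was pooled over 25 strata of GC content and locus length, 23 of them usable, a setting chosen after seeing the data. For female-biased lncRNAs it was 0.683 (95% confidence interval 0.528 to 0.884). From the odds ratios the paper concludes that sex-biased lncRNAs are distributed non-randomly between the X chromosome and the autosomes.

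**Figure D3:**
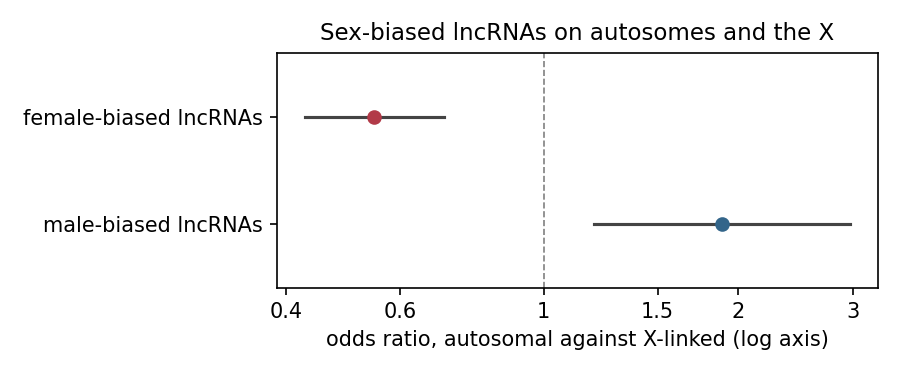
Odds ratios of male-biased and female-biased lncRNAs, autosomal against X-linked, on a log axis; points are the ratios, lines their 95% confidence intervals and the dashed line marks a ratio of 1. The point of the male-biased lncRNAs lies at 1.89 and that of the female-biased lncRNAs at 0.548.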

The results showed that thousands of lncRNAs and mRNAs exhibited sex-biased expression profiles and these sex-biased lncRNAs and mRNAs were non-randomly distributed between the X chromosome and autosomes.

**Figure 5:**
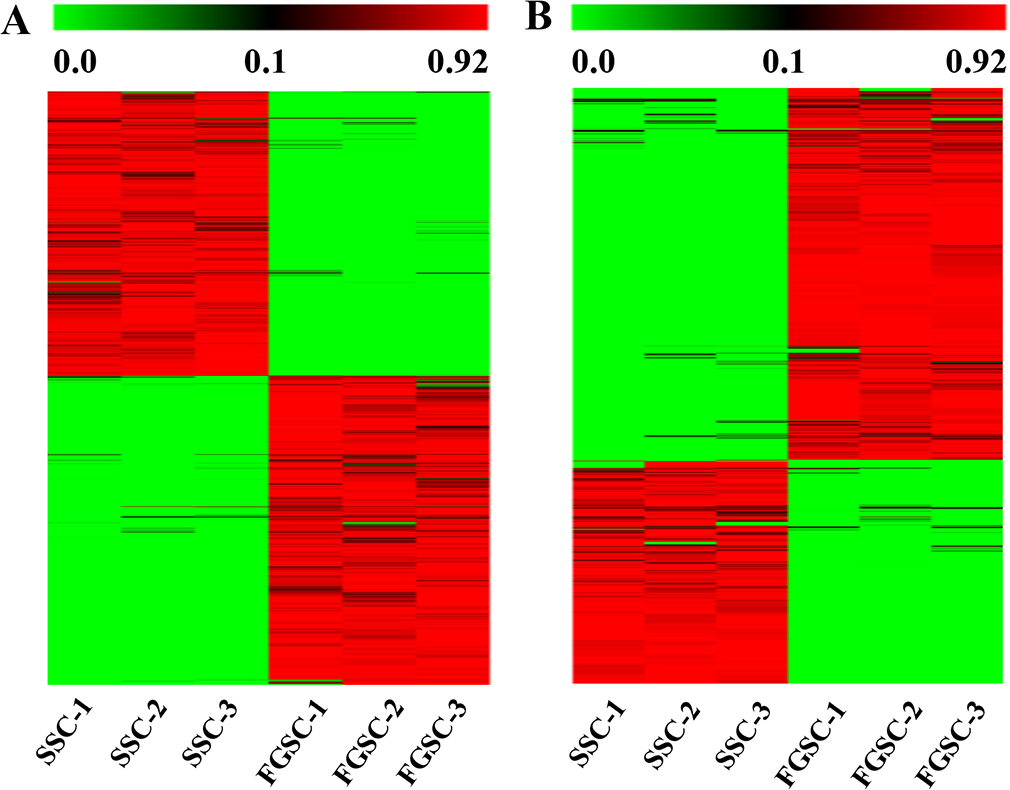
Transcriptome profiling reveals abundant mRNAs (**A**) and lncRNAs (**B**) with sex-biased expression. The maps correspond to normalized expression values of significantly changed lncRNAs and mRNAs with fold change ≥ 2.0, *p-value* < 0.05, and FDR < 0.05. The color scale indicates the expression values; the intensity increases from green to red. Each column represents one sample, and each row represents a transcript.

### Target prediction for sex-biased lncRNAs and function analysis

As mentioned previously, lncRNAs are usually coordinately transcribed with their associated mRNAs and could regulate the transcription of their overlapping or adjacent mRNAs in numerous ways [19]. To a certain extent, the functions of lncRNAs could be mirrored through their associated mRNAs by cis-regulation and trans-regulation [19]. Therefore, the functions of the sex-biased expressed lncRNAs were predicted based on the GO and KEGG pathway annotations of their target genes [67]. In the GO analysis over-represented terms were identified under the three main GO categories, including biological process, molecular function, and cellular component. In the GO analyses, the most frequently predicted functions of lncRNAs were associated mainly with behavior, biological adhesion, biological phase, and biological regulation. The functional clusters were shown in Figure 6A, a full list of the assigned GO terms is shown in Supplementary Table 3. Interestingly, the sex-specific mRNAs and lncRNAs were enriched in GO terms related to genetic imprinting and regulation of genetic imprinting, which indicated that differences in genetic imprinting may be possible regulate the expression of sex-specific genes in SSCs and FGSCs.

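At the paternally expressed Impact, TCONS_00070309 lies antisense on chromosome 18 from 12961154 to 12992948 and had 1.92 FPKM in FGSCs and 0.141 in SSCs (p = 5e-05 in the authors' deposited table). Of the 7 transcripts that share a junction with Mirg, a maternally expressed RNA that holds many microRNAs, TCONS_00034328 had 1.15 FPKM in FGSCs and 0.197 in SSCs, with p = 0.0136 and q = 0.0513 in the authors' deposited table and 0.0397 when that p was adjusted again over the lncRNAs kept. It did not pass with log2(FPKM + 1), or above 0 FPKM in both cell types, a setting chosen after seeing the data. Transcripts antisense to Grb10, a growth inhibitor, summed with others near that gene to 2.28 FPKM in SSCs and 4.07 FPKM in FGSCs, with 0 of 4 tested called. Near Rian, a maternally expressed lncRNA, 4 transcripts summed to 5.62 FPKM in SSCs and 0.134 FPKM in FGSCs, and 2 of the 4 were male-biased. Of 59 imprinted genes listed before the data were examined, 14 had a newly assembled lncRNA within 10 kb. Sex-biased were 2 of 10 tested lncRNAs assigned to imprinted genes (20.0%) and 2763 of 10586 others (26.1%), an odds ratio of 0.708 (95% confidence interval 0.150 to 3.34, p = 1, two-sided Fisher's exact test). Within 10 kb of an imprinted gene, a distance chosen after seeing the data, 5 of 28 were sex-biased (17.9%), an odds ratio of 0.615 (95% confidence interval 0.234 to 1.62, p = 0.394, same exact test). This list of genes stands in for the GO terms, which were not used here, and mRNAs were not analysed here.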

**Figure 6:**
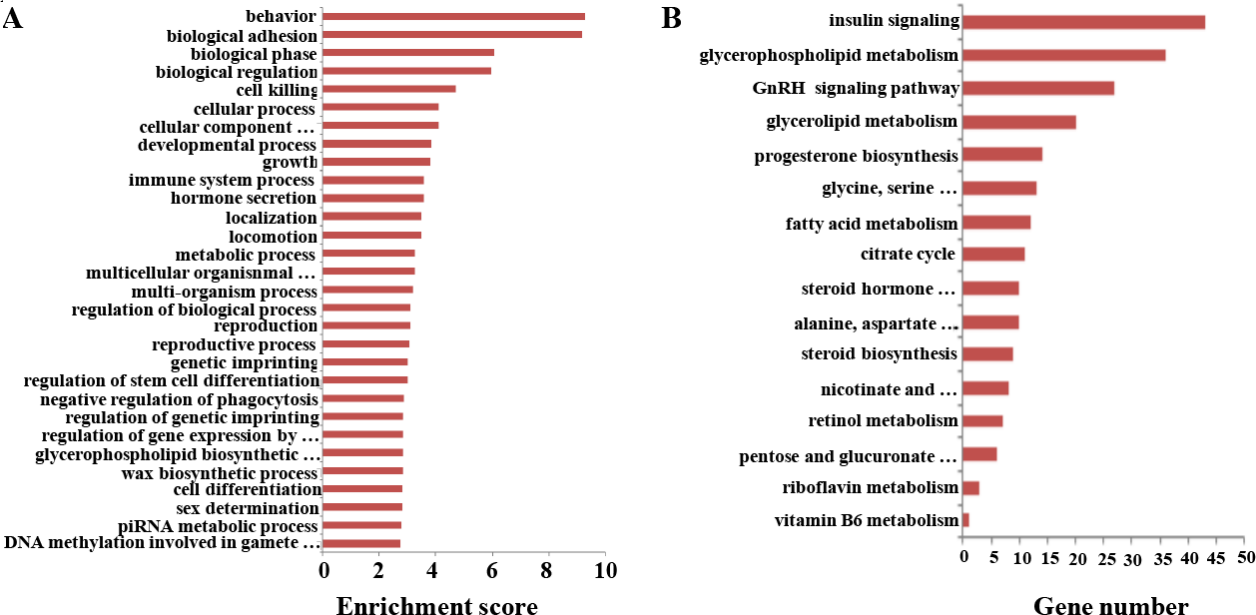
Gene Ontology (GO) and KEGG pathway analyses of sex-biased lncRNAs (**A**) GO annotations of the sex-biased lncRNAs showing the 30 enrichment scores for terms under the biological process category. A full list of the assigned GO terms is given in Supplementary Table 3. (**B**) Enriched KEGG pathway terms related with the sex-biased differentiation potential between the male and female germline stem cells. A full list of the KEGG terms is given in Supplementary Table 4.

To obtain further perceptions of the different biological functions of mRNAs and lncRNAs in SSCs and FGSCs, we performed KEGG pathway analysis [3]. A total of 3996 sex-biased expressed lncRNAs in the SSC versus FGSC comparison were assigned to 204 KEGG pathways (Figure 6B, Supplementary Table 4). Interestingly, some of identified KEGG pathways were involved in glycometabolism, protein metabolism, and lipid metabolic pathways, and included steroid biosynthesis, glycerophospholipid metabolism, fatty acid metabolism, citrate cycle, glycerolipid metabolism, retinol metabolism, pentose and glucuronate interconversions. The main difference between SSCs and FGSCs was the sex-specific properties required for differentiation into germ cells; SSCs differentiate into sperm while FGSCs differentiate into oocytes. Our results suggest that glycometabolism, protein metabolism, and lipid metabolic pathways occupy a significant position in cell differentiation processes, and lncRNAs may influence their sex-specific properties through these signaling pathways.

Strong enrichment was observed in hormone-related signaling pathways, such as progesterone biosynthesis, steroid hormone biosynthesis, GnRH signaling, and insulin signaling pathways, as well as vitamin-related signaling pathways, such as vitamin B6 metabolism. Because hormones and vitamins often act as inducers in the SSC and FGSC differentiation processes, these signaling pathways may be the main regulating pathways in sex-specific gene expression, leading to the sex-specific properties of SSCs and FGSCs. In particular, sex hormones are quite different between male and female cells. The enriched GO terms and KEGG pathways revealed here offer new viewpoints on the typical characteristics of SSCs and FGSCs.

### Co-expression of sex-biased lncRNAs and mRNAs and function prediction

Up to now, most lncRNAs have not been functionally annotated; therefore, the prediction of lncRNA functions has been based on the annotations of the co-expressed mRNAs [68]. We constructed the coding-non-coding gene co-expression network (CNC network) based on the correlation analysis between sex-biased expressed lncRNAs and mRNAs [69, 70]. We choose top 10 significantly sex-biased expressed coding genes in SSCs and FGSCs to build the CNC network (Figure 7). These mRNAs involved in numbers of biological processes, including reproduction, regulation of stem cell differentiation, reproductive process, regulation of genetic imprinting, genetic imprinting, cell differentiation, sex differentiation, regulation of gene expression by genetic imprinting, and sex chromatin. The constructed network showed that upregulated lncRNA Gm11851 was negatively correlated and downregulated lncRNA Gm12840 was positively correlated with Eed, Ndn, and Peg3, which are involved in genetic imprinting; whereas, upregulated lncRNA 4930405O22Rik was positively correlated and downregulated lncRNA Atp10d was negatively correlated with Zfp42, Dppa3, and Rnf2, which are associated with regulation of genetic imprinting. As previous studies, our CNC network also suggested that one mRNA was correlated with one to ten lncRNAs [69]. More importantly, the co-expression network indicateds the mechanism of lncRNAs and mRNAs in germline stem cell acquisition of the sex-specific properties required for differentiation into gametes

**Figure 7:**
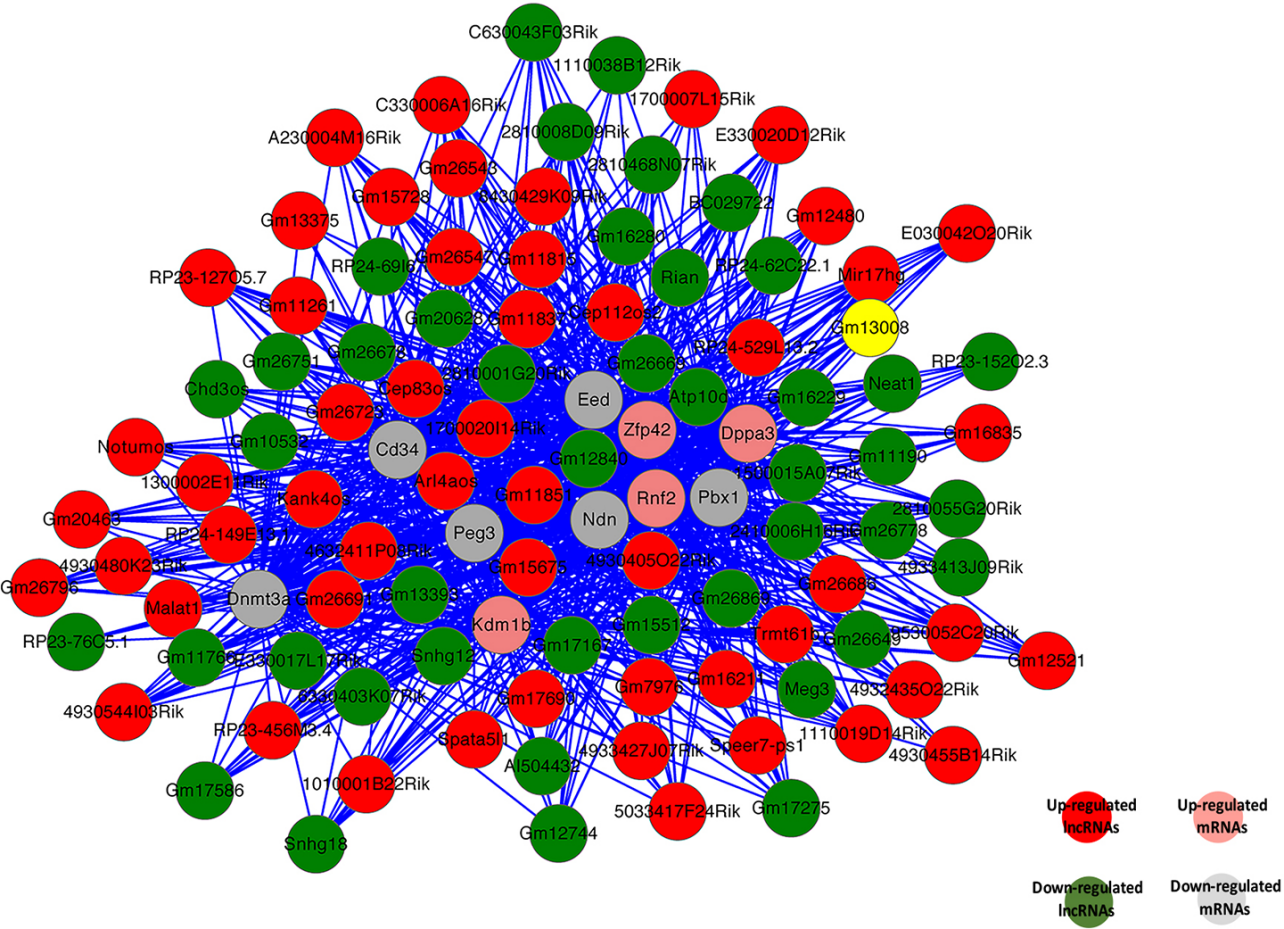
Co-expression network of 10 significant mRNAs with their associated lncRNAs The co-expression network is based on the Pearson correlation coefficient (the absolute value of PCC ≥ 0.99, *p*-value < 0.01, and FDR < 0.01). Solid lines indicate positive correlations; dashed lines indicate negative correlations.

### Identification and functional analysis of circRNAs in germline stem cells

Recently, tens of thousands of circRNA genes with various functional roles have been identified in the mouse genome [33, 71–74]. We used the CIRI software to analyze the RNA seq reads for the existence of circRNAs in germline stem cells [75]. To exclude false-positive candidates, we manually filtered out circRNA candidates with junction regions spanning over two genomic contigs as well as publicly available linear nucleotide sequences [75]. A total of 18822 circRNAs derived from 5334 hosting genes were identified in the mouse germline stem cells (Supplementary Table 5). Most of the 18822 identified circRNAs were exonic circRNAs, and only 345 were intronic circRNAs. We found that 9812 (52.13%) circRNAs are derived from the sense strand and 9010 (47.87%) circRNAs were derived from the antisense strand. A previous study showed that circRNAs usually lacked of the first and last exons of their hosting genes [76], and we acquired similar results in mouse germline stem cells: 18803 (99.9%) of the 18822 circRNAs had missed the first or last exons of their hosting genes [77] (Figure 8A).

**Figure 8:**
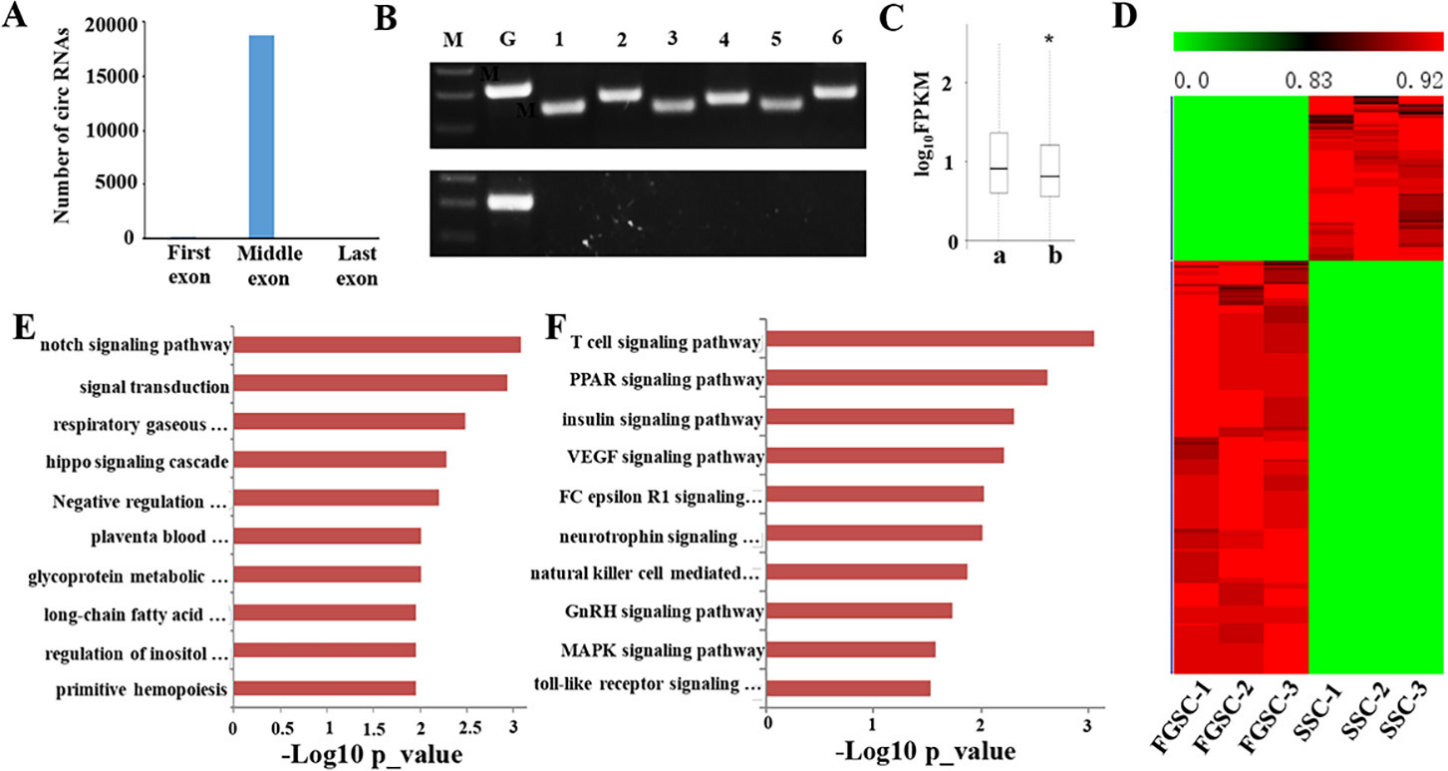
Identification and functional analysis of circRNAs in germline stem cells (**A**) Distribution of the backspliced exons in circRNAs. Nearly all (99.9%) backspliced exons that contribute to circRNAs are located in the middle of their hosting genes; 19 are in the first exon and none are in the last exon. (**B**) Six candidate circRNAs were tested for the presence/absence of a poly-A tail using either oligo (dT) (bottom band) or random hexamers (upper band) to amplify the total RNA followed by a RT-PCR assay with primers specific for backsplice junctions of candidate circRNAs and for the linear mRNAs of β-actin and GAPDH. While both the oligo (dT) and random hexamers amplified the GAPDH mRNA, only the random hexamers produced PCR products for the six tested candidate circRNAs. M, Maker; G, GAPDH; 1–6, candidate circRNAs. (**C**) Comparison of the expression levels of circRNA hosting genes and other coding genes in male and female germline stem cells. The expression levels of the hosting genes only include linear transcripts by excluding circular transcripts. a., the expression levels of circRNA hosting genes. b., the expression levels of other coding genes. (*p-value < 0.05, student's *t*-test). (**D**) Transcriptome profiling revealed abundant circRNAs with sex-biased expression. The maps correspond to normalized expression values of significantly changed circRNAs with fold change ≥ 2.0, *p*-value < 0.05, and FDR < 0.05. The color scale indicates the expression values; the intensity increases from green to red. Each column represents one sample and each row represents a transcript. (**E**) GO analyses of sex-biased circRNAs showing the top 10 enrichment scores for terms under the biological process category. A full list of the assigned GO terms is given in Supplementary Table 6. (**F**) KEGG pathway analyses of sex-biased lncRNAs with the top 10 enrichment scores. A full list of the KEGG terms is given in Supplementary Table 7.

To confirm the candidate circRNAs are not misidentified linear products of trans-splicing events, we designed multiple pairs of outward facing primers for representative circRNAs to amplify the backsplice exon junction from cDNA of the SSCs and FGSCs when the cDNA was created by priming with random hexamer primers. Each primer pair produced a single distinct band with the expected product size in an RT-PCR assay, indicating the presence of the circular junction in the SSC and FGSC samples (Figure 8B). Furthermore, when cDNA was created by priming with oligo (dT) primers, it is expected that only poly-adenylated RNAs will be amplified. This cDNA did indeed fail to produce any amplification products for the circRNA candidates in the RT-PCR assay (Figure 8B). These results strongly indicate the absence of a poly-A tail for the candidate circRNAs.

Next, as previous study, we compared the expression levels of circRNA hosting genes with others, the results showed that the averaged expression levels of circRNA hosting genes were significantly higher than the genes that no detectable circular transcripts in both SSCs and FGSCs [77] (Figure 8C). To predict the function of these circRNA hosting genes in germline stem cells, we performed GO and pathway analysis. The results showed that circRNA hosting genes were expressed in cell specific pattern. Most of GO terms and KEGG pathways for circRNA hosting genes in germline stem cells were mainly involved in self- renewal and differentiation of germline stem cells, such as reproduction, genetic imprinting, reproductive process, stem cell maintenance, cell differentiation, germ cell development, stem cell division, TGF-beta signaling pathway and PI3K-Akt signaling pathway (Supplementary Figures 5 and 6).

The circRNA expression profiles showed that 921 circRNAs exhibited sex-biased expression (absolute *p*-value < 0.05) between the male and female germline stem cells. Of these sex-biased circRNAs, 245 displayed male-biased expression and 676 displayed female-biased expression (Figure 8D). Furthermore, we separated all 921 sex-biased circRNA host genes in SSCs and FGSCs. The GO and KEGG pathway analyses revealed different functions for the identified sex-biased circRNAs that were associated with acquisition of the sex-specific properties required for differentiation into germ cells [3] (Figure 8E and 8F). The top 10 GO terms are shown in Figure 8E and a full list of the GO terms is given in Supplementary Table 6. The GO terms include notch signaling pathway, negative regulation of cell differentiation, signal transduction and long-chain fatty acid biosynthesis. The top 10 KEGG pathways are shown in Figure 8F show and a full list of the KEGG pathways is given in Supplementary Table 7. The KEGG pathways include PPAR signaling pathway, insulin signaling pathway, VEGF signaling pathway, and GnRH signaling pathway.

### Construction of ceRNA network

Recent studies have shown that RNAs regulate each other with microRNA (miRNA) response elements (MREs) though a mechanism named the “competing endogenous RNA (ceRNA)” hypothesis. MREs implicated in ceRNA networks were found to regulate mRNA expression [78]. Accordingly, we constructed a ceRNA network by integrating the expression profiles and regulatory relationships of the mRNAs, lncRNAs, circRNAs, and miRNAs from our high-throughput sequencing data (Figure 9). We selected sex-biased expressed 60 lncRNAs and 29 circRNAs, sharing a common binding site of MRE. For instance, lncRNA Meg3 and cirRNA Igf1r were predicted to be ceRNAs of the miRNA miR-15a-5p, which targets the Inha, Acsl3, Kif21b, and Igfbp2 mRNAs. These sex-biased expressed lncRNAs and circRNAs were also implicated in a number of biological processes, including reproduction, regulation of stem cell differentiation, reproductive process, regulation of genetic imprinting, genetic imprinting, cell differentiation, sex differentiation, regulation of gene expression by genetic imprinting, and sex chromatin. The ceRNA regulatory networks, which include mRNAs, miRNAs, lncRNAs, and circRNAs, might act a pivotal part in germline stem cell acquisition of the sex-specific properties required for differentiation into gametes.

**Figure 9:**
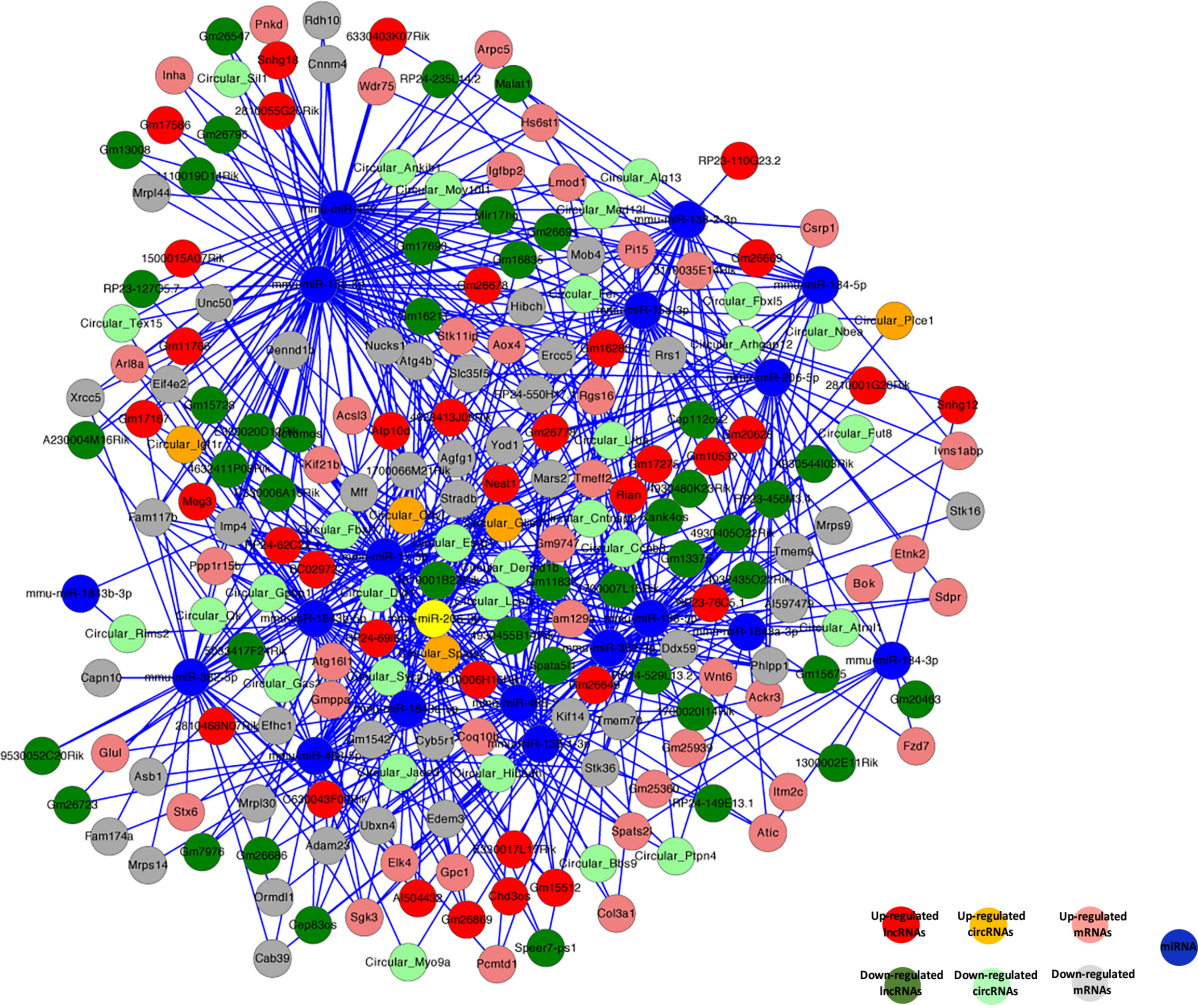
Competing endogenous RNA network in germline stem cells The competing endogenous RNA network is based on lncRNA/miRNA, circRNA/miRNA, and miRNA/mRNA interactions. The edges represent sequence matching, and lncRNAs or circRNAs connect expression correlated mRNAs via miRNAs.

## DISCUSSION

Formation and development of sexually dimorphic germ cells are required for the continuation of mammalian species. Germline stem cells are pivotal for passing genetic information from generation to generation. The conventional view of gene regulation focused on protein-coding genes, but this changed after the discovery of numerous noncoding RNAs, including lncRNAs and circRNAs. Studies of lncRNA and circRNA expression have revealed their potential roles in many kinds of stem cells. However, comprehensive analyses of differentially expressed profiles of lncRNAs and circRNAs in male and female germline stem cells have not been reported until now. To probe the functions of lncRNAs and circRNAs in germline stem cells, here, we explored the genome-wide expression profiles of lncRNAs and circRNAs in three male mouse germline stem cells and three female mouse germline stem cells using high-throughput sequencing.

A total of 24376 lncRNAs (including 18573 novel lncRNAs) and 18822 circRNAs were identified in the germline stem cells. Six possible novel lncRNAs and six circRNAs were verified using qRT-RCR or RT-RCR. Most of the qRT-RCR or RT-RCR results confirmed the high-throughput sequencing data. Our newly identified lncRNAs in SSCs and FGSCs shared many characteristics. Their lengths were similar to the lengths of known lncRNAs. Further, the novel lncRNAs were shorter, had lower exon numbers, lower expression levels, and were less well conserved than protein-coding transcripts. The lncRNAs were scatted widely on all the chromosomes, and intergenic lncRNAs constituted the majority of the novel lncRNAs. Of the 18822 circRNAs we identified, most were exonic circRNAs, and the expression levels of circRNA hosting genes were significantly higher than the expression levels of other genes.

The mRNAs, lncRNAs and circRNAs expression profiles of the SSCs and FGSCs revealed similar expression patterns and FGSCs response to GDNF signaling in the way similar to SSCs. In addition, 2331 lncRNAs and 921 circRNAs exhibited sex-biased expression between the male and female germline stem cells. The different expression between sex suggested that these lncRNAs and circRNAs may act a pivotal part in reproduction processes including spermatogenesis and oogenesis. Subsequent function analyses of these sex-biased lncRNAs and circRNAs will be help to better understand the spermatogenesis, oogenesis and the sexual fate decision of germ cells in mammals.

What is more, the sex-biased lncRNAs and mRNAs were nonrandomly distributed between the X chromosome and autosomes. Male-biased lncRNAs and mRNAs were enriched on autosomes however female-biased lncRNAs and mRNAs were significantly overrepresented on the X chromosomes. These patterns could be explained by evolutionary models that invoke selection to, a good illustration of this, localize male-beneficial genes off a precociously silenced X during meiosis in male germline stem cell or localize female-beneficial genes on the relatively more-abundant X during meiosis in female gremlin stem cell [66].

GO analysis for the sex-biased lncRNAs and circRNAs showed that some terms under the biological process and molecular function categories were related to the sex-specific properties required for differentiation into SSCs and FGSCs. What is more, KEGG pathway analysis for the sex-biased lncRNAs and circRNAs revealed a large number of pathways that could act pivotal roles in the sex-specific properties of SSCs and FGSCs.

To date, the functions of most lncRNAs are not well understood. Constructing a CNC network allowed the prediction of lncRNAs functions [79]. Our results showed that hundreds of lncRNAs were significantly correlated with dozens of mRNAs. Therefore, the CNC network could be used to further seek the relation of lncRNAs and mRNAs.

Recently, circRNAs were proposed to harbor miRNAs, and were found to be enriched with functional miRNA binding sites. To date, there has been no report on ceRNAs in germline stem cells. Here, for the first time, we constructed a lncRNA–miRNA–circRNA–mRNA ceRNA network for germline stem cells based on our high-throughput sequencing data. Sixty lncRNAs (e.g., Meg3, Atp10b, Rian, Malat1), 29 circRNAs (e.g., Circular_Igf1r, Circular_Gas2, Circular_Cdy, Circular_Ccnb3), and 16 miRNAs (e.g., mmu-miR-424, mmu-miR-15a-5p, mmu-miR-138-5p, mmu-miR-15a-3p) have been included in the ceRNA network. For instance, lncRNA Meg3 and cirRNA Igf1r could bind competitively with miRNA-15a-5p increasing target gene Inha, Acsl3, Kif21b, and Igfbp2 expressions. Our results will help to enrich our understanding of germline stem cells. Further research on ceRNAs of miRNA-15a-3p and other associated functions are being carried out in our laboratory.

Sex determination in germ cells was an extremely important biological event. However, we known little about the mechanism of sex determination in germ cells. Previous study showed that Foxl3 could repress female germline stem cells to enter spermatogenesis, indicating that Foxl3 acted a key germ cell intrinsic factor in sex determination of germ cells in the teleost fish, and medaka [80, 81]. Although Foxl3 was detected in the majority of vertebrate genomes, we did not found Foxl3 in mammalian genomes [81]. This indicated that the sex determination of germ cells in mammals was in a distinct manner in comparison with Foxl3-possessing vertebrates. Our research might help to find the mechanism of the sex determination of germ cells in mammals.

The paternal and maternal imprinting patterns are built during spermatogenesis and oogenesis respectively [82]. Previous study has shown that cultured SSCs possess the potential to be reprogrammed into oocyte-like cells, and the reprogramming from cultured SSCs to oocyte-like cells was accompanied by imprinting reversal [82]. Our study revealed a great deal of lncRNA and circRNA involved in the different genetic imprinting between male and female germline stem cells. Therefore, our research provided a useful research basis to learn epigenetic regulation in gametogenesis and sex reversal.

To conclude, we have described lncRNAs and circRNAs expression profiles that might influence the sex-specific properties required for differentiation into gametes between SSCs and FGSCs in mouse. The results provide a foundation for further research into the functions and mechanisms of lncRNAs and circRNAs in germline stem cells.

## MATERIALS AND METHODS

### Animals

All procedures involving animals were approved by the Institutional Animal Care and Use Committee of Shanghai, and were conducted in accordance with the National Research Council Guide for Care and Use of Laboratory Animals. Ddx4-Cre mice (FVB-Tg(Ddx4-Cre)1Dcas/J) [83] and mT/mG mice (B6.129(Cg)-Gt(Rosa)26Sortm4(ACTB-tdTomato,2EGFP) Luo/J) [84] were purchased from the Model Animal Research Center of Nanjing University, China, and bred according to the instructions from the Jackson Laboratory (Bar Harbor, Maine). Briefly, male Ddx4-Cre mice were bred with wild-type females, and homozygous mT/mG mice were bred together. The mT/mG mice harbor genes for two cell membrane-targeted fluorescent proteins at the Rosa26 locus, namely tdTomato and EGFP. The membrane-targeted tdTomato (mT) cassette with loxP sites on both sides expresses strong red fluorescence in all tissues. When crossed with CRE-expressing mice, the tdTomato cassette is removed by CRE-mediated recombination and the immediately downstream membrane-targeted EGFP (mG) cassette is expressed in the CRE-expressing cells of the offspring [84]. To produce the Ddx4-Cre; mT/mG mice, male Ddx4-Cre mice younger than 63 days old were crossed with female mT/mG mice. The Ddx4-driven CRE was expressed in the germline lineage, which resulted in a change of expression from tdTomato to EGFP in the germ cells of this strain.

### Isolation and purification of FGSCs from mouse ovaries

Ovaries from a total of 500 female mice (Ddx4-Cre; mT/mG mice, aged 3–5 days) were collected, washed with ice-cold phosphate-buffered saline (PBS), and cut into small pieces. Two-step enzymatic isolation of FGSCs was performed, as described previously [12]. Briefly, the mouse ovarian tissue was treated with 1 mg/ml collagenase (Type IV; Sigma), followed by 0.05% trypsin and 1 mM EDTA digestion at 37°C to dissociate cells. After passing through a 13-μm nylon cell filter, the cells were suspended in PBS and subjected to fluorescence-activated cell sorting (FACS), according to the manufacturer's instructions (Beckman Coulter), to sort GFP-positive cells. Then, GFP-positive cells were suspended in PBS and plated in 35 mm cell culture plates precoated with mouse laminin (4. 4 μg/cm^2^). After incubated for 45min at 37°C, unbound cells were removed from bound cells by pipetting.

### Isolation and purification of SSCs from mouse testis

Testis from a total of 50 male mice (Ddx4-Cre; mT/mG mice, aged 6 days) were collected, washed with PBS, and cut into small pieces. Two-step enzymatic isolation of SSCs was performed, as described previously [10]. Briefly, the mouse testis tissue was treated with 1 mg/ml collagenase (Type IV; Sigma), followed by 0.05% trypsin and 1 mM EDTA digestion at 37°C to dissociate cells. After passing through a 13-μm nylon cell filter, the cells were suspended in PBS and subjected to FACS, according to the manufacturer's instructions, to sort GFP-positive cells. Then, GFP-positive cells were suspended in PBS and plated in 35 mm cell culture plates precoated with mouse laminin (4. 4 μg/cm2). After incubated for 45min at 37°C, unbound cells were removed from bound cells by pipetting.

### RT-PCR

Total RNA from germline stem cells were extracted using the Trizol reagent (Qiagen), according to the manufacture's instruction. Reverse transcription was performed using a HiScript^®^IIQRT SuperMix (+gDNA wiper) kit (Vazyme, R223-01), according to the manufacturer's instruction. For RT-PCR, 30 cycles were performed using Taq polymerase (Takara, R10T1M) with primer sets specific for each gene (Supplementary Table 8). Samples were detected using ethidium bromide (EB) staining. PCR products were isolated, sub-cloned, and sequenced to confirm the gene sequences.

### Immunofluorescence staining

The cells in 48 plates were washed with 1× -concentrated phosphate-buffered saline (PBS), fixed in 4% paraformaldehyde (PFA) for 20 min at room temperature, washed twice with PBS, and incubated for 10 min at 37°C in blocking buffer (PBS containing 10% normal goat serum). Then, they were incubated overnight in a humidified chamber at 4°C with one of the following: 1:500 dilution of a rabbit polyclonal anti-Mvh antibody (Abcam); 1:150 dilution of rabbit polyclonal anti-Oct4 (Santa Cruz Biotechnology); 1:200 dilution of a rabbit polcyclonal anti-Dazl antibody (Abcam); 1:100 dilution of rabbit polyclonal anti-GFRA1 (ABclonal). After washing twice with PBS, the cells were incubated at 37°C for 30 min with a 1:150 dilution of tetramethylrhodamine isothiocyanate (TRITC) conjugated secondary antibody (goat anti-rabbit IgG, then incubated at 37°C for 20 min with 500 ng/mL 4′,6-diamidino-2-phenylindole (DAPI; Sigma). The cells were subsequently mounted in anti-fade mounting medium. Images were obtained using a Leica DMI3000 B microscope and a Leica DFC550 digital camera.

### Cell proliferation assay

SSCs and FGSCs were incubated in SSC culture medium [11] and FGSC culture medium [12], respectively, for two days. After that, the cells were incubated in culture medium that contained 10 mM EdU (Invitrogen Life Sciences) for 3 h at 37°C. EdU is a nucleoside analog of thymidine that is incorporated into DNA during active DNA synthesis [85]. EdU staining was performed with a Click-iT^®^ Plus Edu Alexa Fluor^®^ 555 Imaging kit (Invitrogen Life Sciences) according to the manufacturer's instructions. In brief, cells were fixed with 3.7% paraformaldehyde for 15 min at room temperature, washed twice with 3% bovine serum albumin (BSA), permeated by 0.5% Triton X-100 for 20 min at room temperature, washed twice with 3% BSA, incubated with the Click- iT^®^ Plus reaction cocktail for 30 min at room temperature, and washed once more with 3% BSA.

### RNA extraction and qualification

Total RNA from the SSCs or FGSCs was isolated using TRIzol reagent (Invitrogen, Life Technologies, USA) according to the manufacturer's protocol. Total RNA from each sample was quantified using Agilent 2100, and RNA integrity was assessed using Agilent 2100.

### Library preparation and sequencing

After extracting the total RNA, mRNA, and noncoding RNAs were enriched by removing rRNA from the total RNA with kit (Arraystar rRNA Removal Kit). The mRNAs and noncoding RNAs were fragmented into short fragments (about 200–500 nt) using the fragmentation buffer. First-strand cDNA was synthesized by random hexamer primer using the fragments as templates. During second strand synthesis, dTTP was substituted by dUTP. Short fragments were purified and resolved with EB buffer for end reparation and single nucleotide A (adenine) addition. The purified short fragments were connected with adapters, then the second strand was degraded using UNG (uracil-N-glycosylase) [86]. After agarose gel electrophoresis, the suitable fragments were selected as templates for PCR amplification. An Agilent 2100 Bioanaylzer and ABI StepOnePlus Real-Time PCR System were used for quantification and qualification of the sample library. The library was sequenced using a Illumina HiSeq^TM^ 2000 system.

### Transcript assembly

Reads that mapped to the mouse genome were assembled using Cufflinks [54]. We performed a Reference Annotation-Based Transcript (RABT) [87] assembly with the reference gene annotations to compensate for the incompletely assembled transcripts caused by read coverage gaps in some regions of the reference genes. Faux-reads were generated from reference transcripts in order to capture features in the reference genes that could be missing in the sequencing data due to low coverage; these reads were merged with the (aligned) sequenced reads for assembly. The set of short transcribed fragments generated in the last step was subsequently compared with the reference transcripts to remove any short transcribed fragments that were approximately equivalent to the whole or a portion of a reference transcript.

### LncRNA identification

To reduce false-positive rates, we used the following six steps to identify lncRNAs, including lncRNAs, intronic lncRNAs, and anti-sense lncRNAs [58]: 1) All assembled transcripts of two sequencing libraries were combined using Cuffcompare software [88], and transcripts if they were assembled only by Scripture (beta2) [54] or Cufflinks v2.1.1 [55] were discarded. 2) Transcripts with a single exon and less than 200-bp long were removed. 3) The read coverage of every transcript was calculated using Cufflinks v2.1.1 [55], and transcripts with less than three reads of coverage and an FPKM value less than 0.01 were removed. 4) The remaining transcripts were searched against known lncRNAs in ALDB (domestic animal long noncoding RNA database) [89] using Cuffcompare. Only lncRNA transcripts in which the splice sites were completely congruent between our results and those annotated in ALDB were immediately considered as known lncRNAs. Transcripts that were identified as rRNA, tRNA, snRNA, snoRNA, pre-miRNA, or pseudogenes were discarded. 5) Transcripts that matched known mRNAs (ftp://ftp.ensembl.org/pub/release-79/fasta/sus_scrofa/dna) were also discarded. Three kinds of lncRNAs were identified from the remaining transcripts using the class code information from Cuffcompare (http://cole-trapnell-lab.github.io/cufflinks/cuffcompare/index.html#transfrag-class-codes). 6) Coding-Non-Coding Index (CNCI) (score < 0) [90] and Coding Potential Calculator (CPC) (score < −1) [91] were used to assess the coding potential of the remaining transcripts, and the intersection of the results from both software was used to define novel lncRNA transcripts.

### CircRNAs identification

The Fastq reads obtained after sequencing each sample were first mapped to the mouse mm9 genome by Bowtie [92], allowing 2 mismatches. After removing PCR-duplicated reads with the FASTX toolkit (http://hannonlab.cshl.edu/fastx_toolkit/), all the unmapped reads were aligned using BLAT (no mismatch or gap allowed). Dual alignments of two complimentary segments within a single read mapping to two regions on the same chromosome in the reverse order and no more than 100 kb away from each other were selected as candidate circular-junction transcripts. Next, GT and AG dinucleotides were searched for within 10-nucleotide genomic windows flanking the donor and acceptor ends of each junction, respectively. Candidates with GT/AG flanking junctions were retained, and the GT/AG dinucleotides were used to identify the precise splice sites.

### Expression analysis

The expression levels of the lncRNAs, circRNAs, and protein-coding genes were estimated by FPKM and assessed using Cuffdiff v2.1.1 [93]. FPKMs were computed by summing the FPKMs of the transcripts in each gene group. Cuffdiff provides statistical routines for determining differential expression in digital transcript or gene expression data using a model based on the negative binomial distribution. P-adjust <0.05 and |log_2_(fold change)| >1 were set as the threshold in the differential expression analysis.

### GO and KEGG pathway analysis

We conducted GO analysis (http://www.geneontology.org) to annotate the genes with terms under the biological process, cellular component, and molecular function categories. The log10 (*p*-value) denotes enrichment scores that represent the significance of GO term enrichment among differentially expressed genes. We also performed KEGG pathway analysis to predict the molecular interactions and reaction networks associated with differentially regulated genes. The −log10 (*p*-value) denotes an enrichment score for the significance of the pathway correlations.

### Correlation and co-expression analysis

The co-expression analysis was conducted by calculating the Pearson correlation coefficient (PCC) between coding genes and noncoding transcripts according to their expression levels. The network construction procedures: (i) preprocessed data: the same coding gene with different transcripts of the median value represent the gene expression values, without specific treatment of the lncRNA expression value; (ii) screen data: remove the subset of data according to the lists that show the sex-biased expression of lncRNA and mRNA; (iii) calculate the Pearson correlation coefficient and use the R-value to calculate the correlation coefficient of PCC between the lncRNA and coding genes; and (iv) screen using Pearson correlation coefficient, which was selected when PCC ≥ 0.99 as meaningful and draw the NCN network using cytoscape.

### Competing endogenous RNA (ceRNA) network analysis

The lncRNAs, circRNAs, and mRNAs with expression levels that shared a meaningful correlation were subjected to the ceRNA analysis. Potential miRNA response elements (MREs) were searched for in the lncRNA, circRNA, and mRNA sequences, and overlapping of the same miRNA seed sequence binding site in both the lncRNA/circRNA and mRNA sequences was considered to predict lncRNA/circRNA–miRNA–mRNA interaction. MiRNA binding sites were predicted by miRcode (http://www.mircode.org/), and miRNA–mRNA interactions were predicted by TargetScan (http://www.targetscan.org/).

### Data access

The high-throughput sequencing data for the male and female germline stem cells has been deposited in the Gene Expression Omnibus (GEO) under accession number GSE87824.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

# Supplementary material for: Systematic identification and comparison of expressed profiles of lncRNAs and circRNAs with associated co-expression and ceRNA networks in mouse germline stem cells
**Source:** Oncotarget. 2017 Feb 25;8(16):26573–90. doi: 10.18632/oncotarget.15719
**Supplement:** Supplementary file 1

Systematic identification and comparison of expressed profiles of lncRNAs and circRNAs with associated co-expression and ceRNA networks in mouse germline stem cells

Supplementary Materials

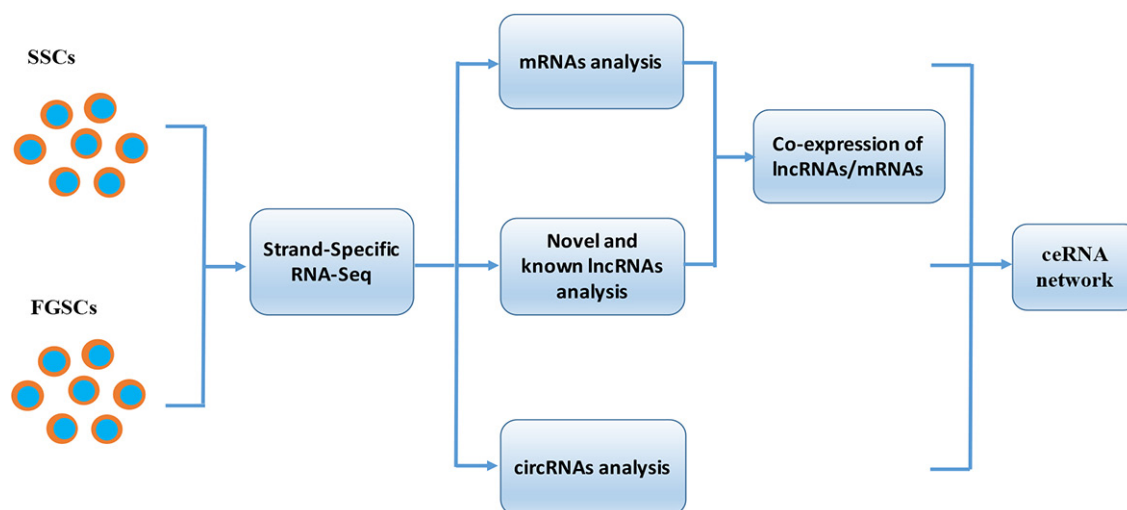

Supplementary Figure 1: Design and overview of the experimental approaches used in this study.

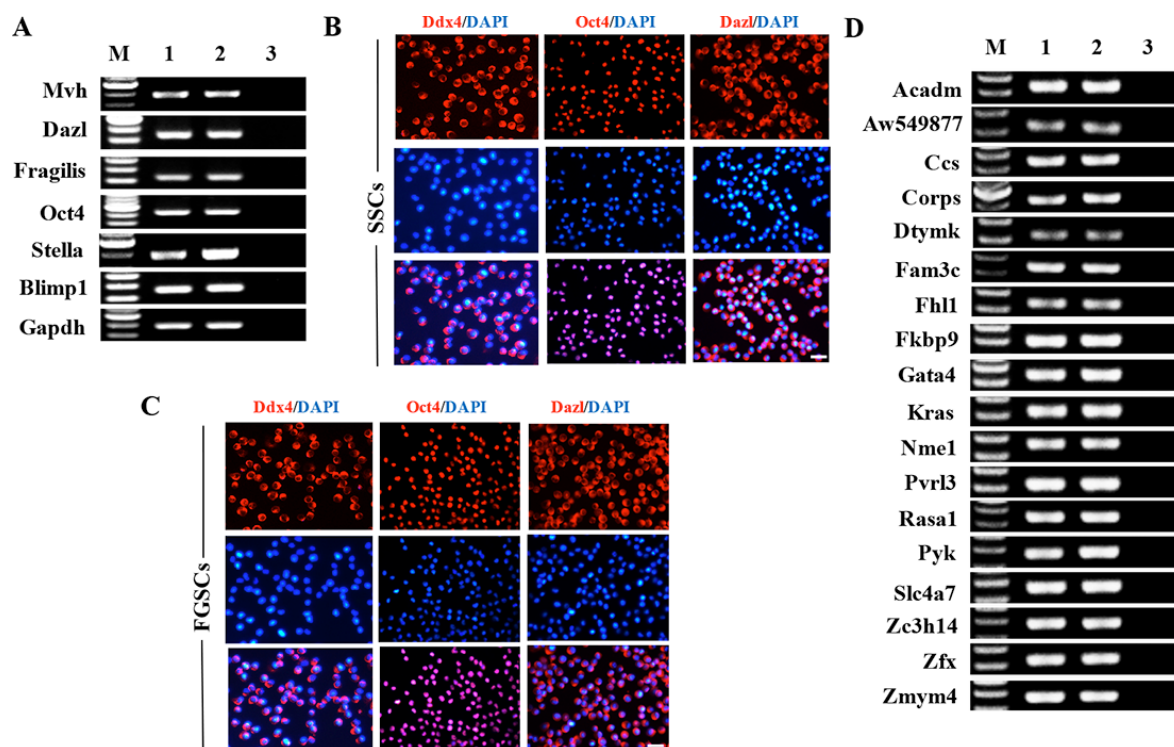

Supplementary Figure 2: Characterization of mouse SSCs and FGSCs. (A) RT-PCR analysis of germ cell markers in SSCs and FGSCs. M, 100bp DNA maker; lane 1, SSCs; lane 2, FGSCs; lane 3, no template control. (B) The SSCs was detected by immunofluorescence analysis with the antibodies against Mvh, Oct4 and Dazl. Scale bars: 20 μm. (C) The SSCs was detected by immunofluorescence analysis with the antibodies against Mvh, Oct4 and Dazl. Scale bars: 20 μm. (D) Eighteen core stemness genes detected by our previous study are expression in both SSCs and FGSCs. M, 100bp DNA maker; lane 1, SSCs; lane 2, FGSCs; lane 3, no template control.

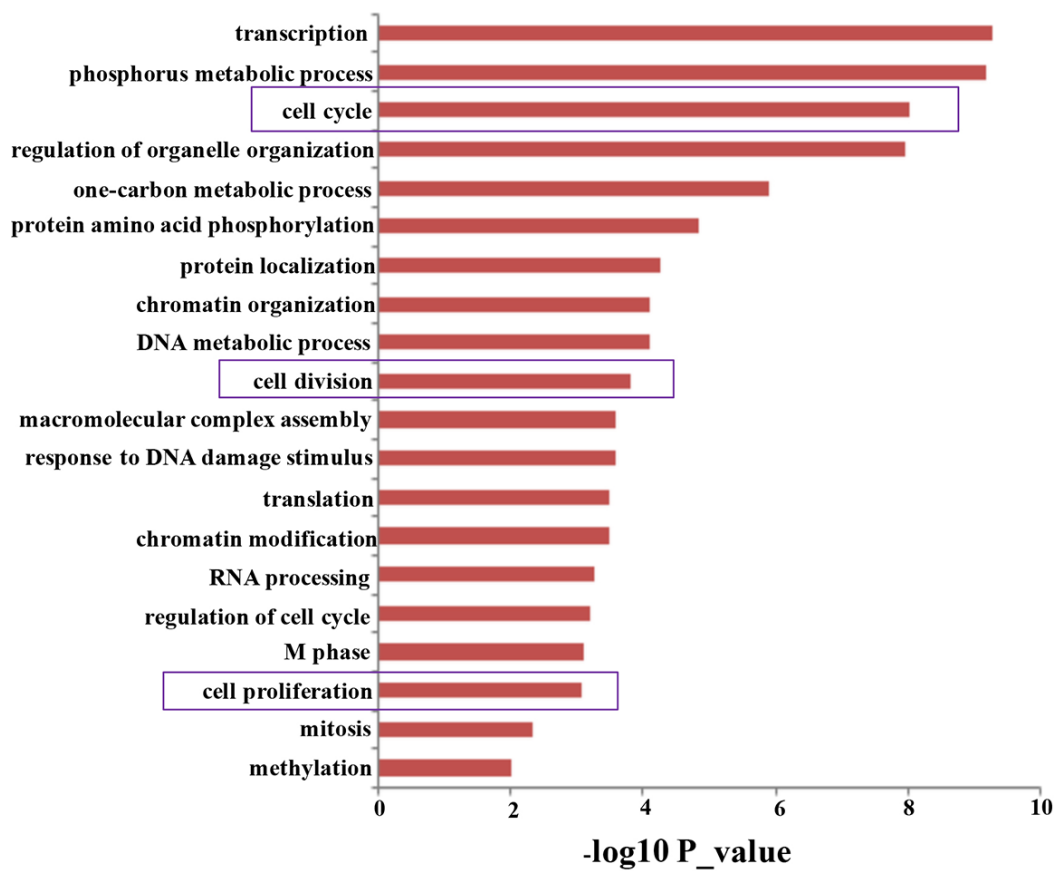

Supplementary Figure 3: Gene Ontology (GO) analyses of co-highly expressed genes. GO annotation of co-highly expressed genes with top 20 Enrichment score covering domains of biological processes.

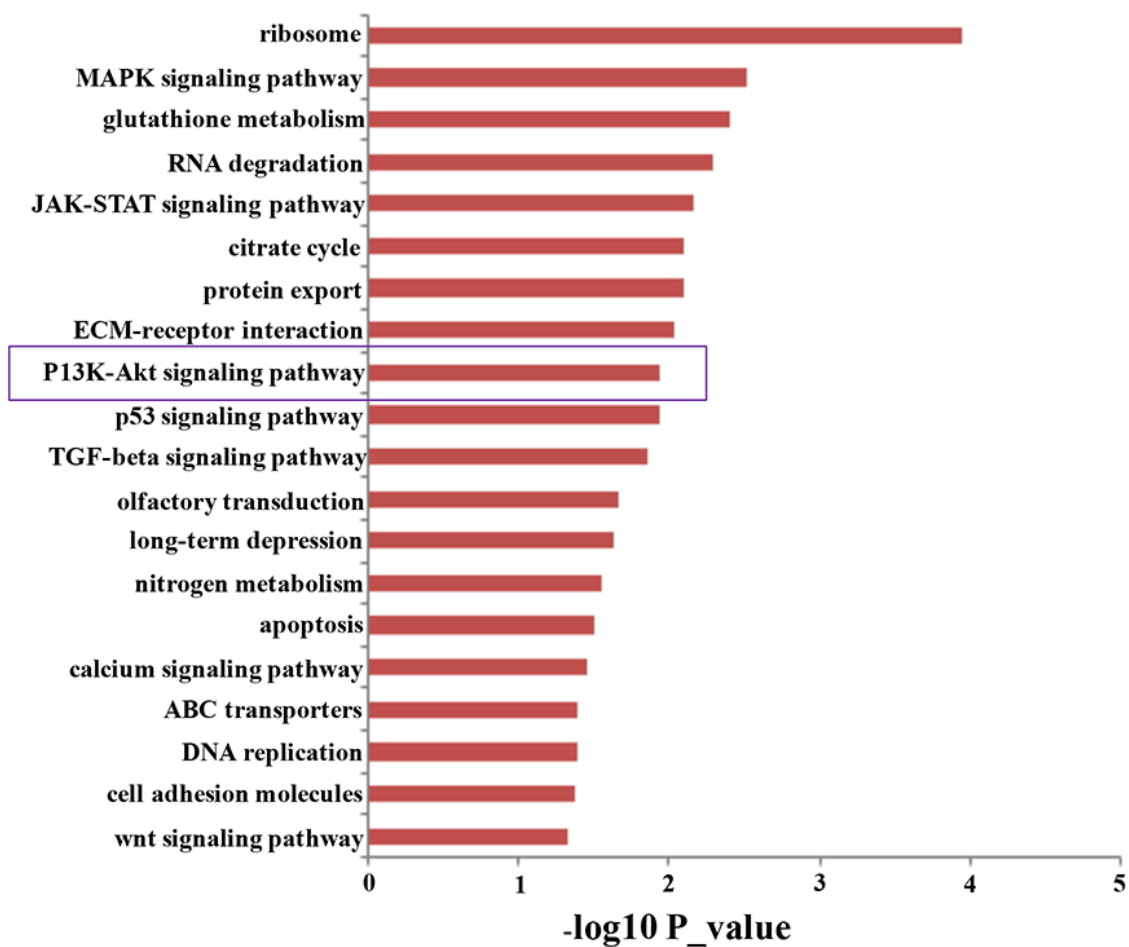

Supplementary Figure 4: KEGG pathway analyses of co-highly expressed genes. KEGG pathway annotation of co-highly expressed genes with top 20 Enrichment score covering domains of biological processes.

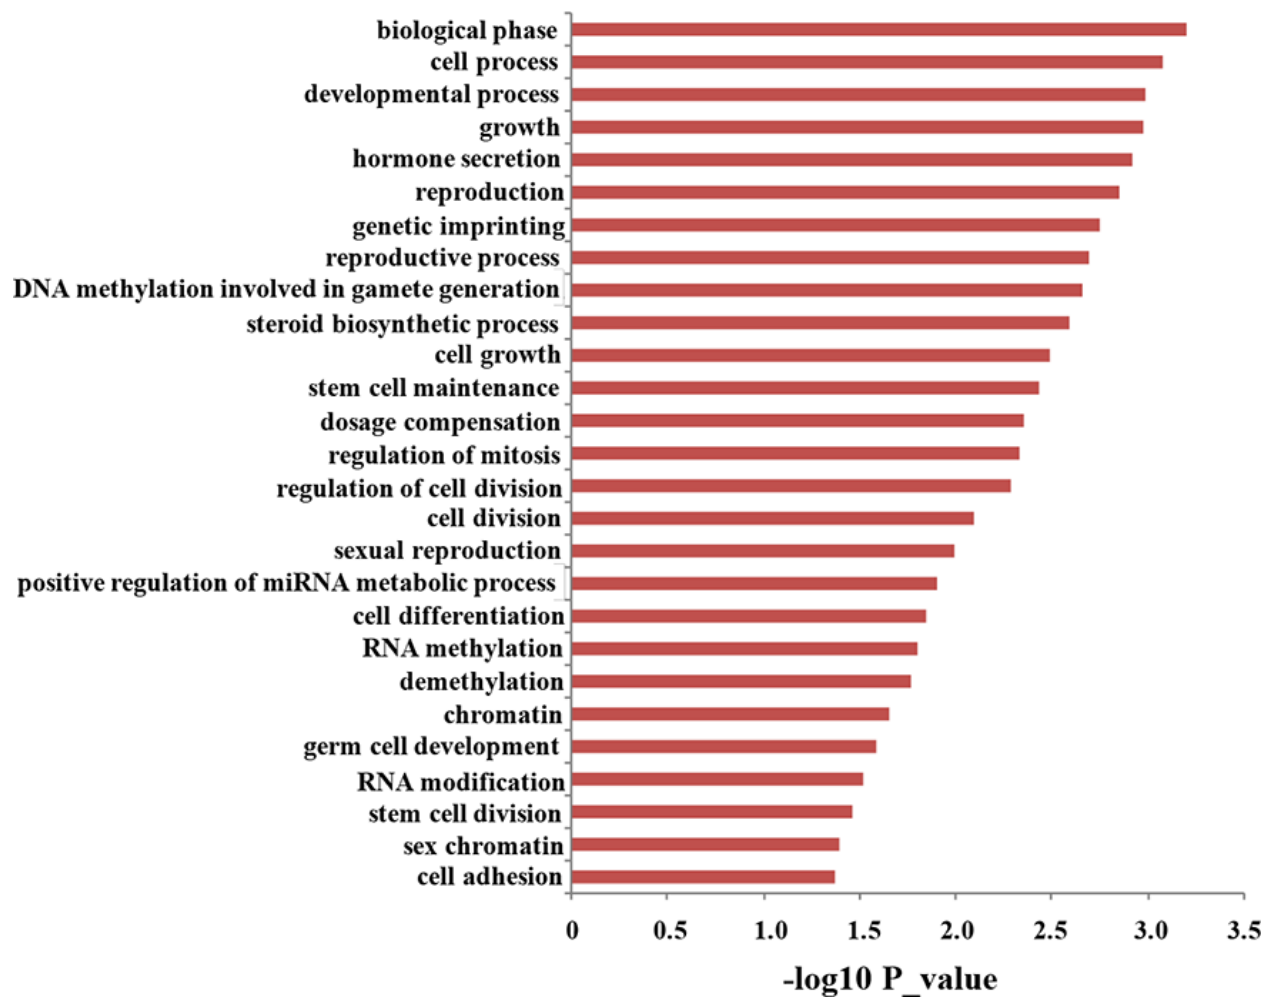

Supplementary Figure 5: Gene Ontology (GO) analyses of circRNA hosting genes. GO annotation of circRNA hosting genes with 27 Enrichment score covering domains of biological processes.

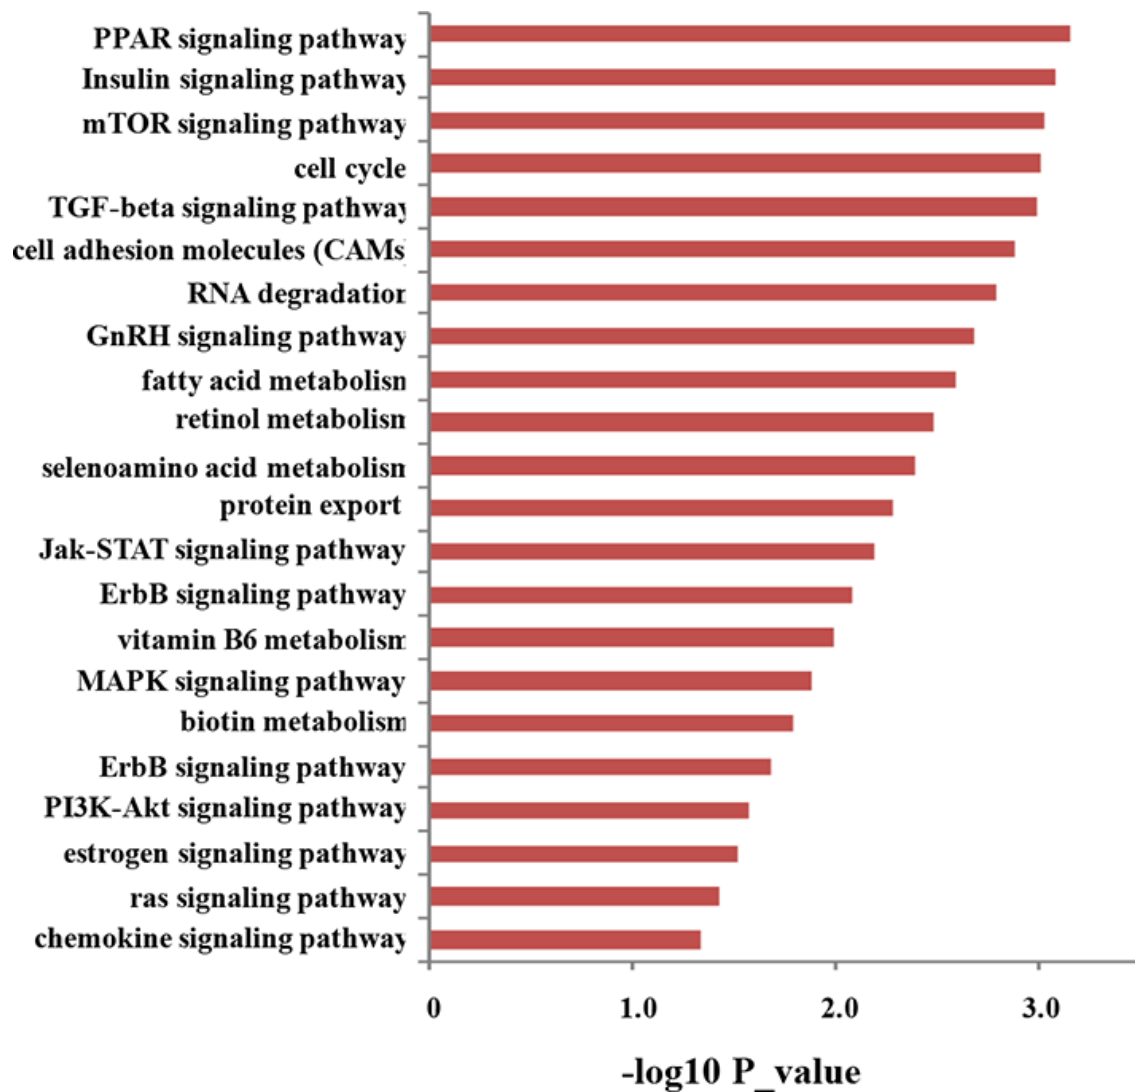

Supplementary Figure 6: KEGG pathway analyses of circRNA hosting genes. KEGG pathway annotation of circRNA hosting genes with 22 Enrichment score covering domains of biological processes.

Supplementary Table 1: Novel LncRNAs identified in both SSCs and FGSCs.

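Each entry of this table is 1 newly assembled transcript, with its identifier, its class relative to known genes, the nearest known gene, its locus, 1 FPKM value for SSCs and 1 for FGSCs, and the result of the authors' test. The copy at hand holds the first 1998 of the 18573 entries, and each equals the entry at the same place in the values used here. The status of a transcript says whether it had enough reads for the authors' test, which was the case for 10931 of the 18573 and not for 7642. A fold change is infinite where one cell type is listed at 0. Positions in the table count the start from 0, since 578 of 2548 transcripts with a known counterpart in GENCODE M21 have that counterpart's start after adding 1, and 4 without it.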

See Supplementary_Table_1

Supplementary Table 2: Known LncRNAs identified in both SSCs and FGSCs.

See Supplementary_Table_2

Supplementary Table 3: Full information lists of GO terms of sex-biased lncRNAs.

See Supplementary_Table_3

Supplementary Table 4: Full information lists of KEGG pathway of sex-biased lncRNAs.

See Supplementary_Table_4

Supplementary Table 5: CircRNAs identified in both SSCs and FGSCs. See Supplementary_Table_5

Supplementary Table 6: Full information lists of GO terms of sex-biased circRNAs. See Supplementary_Table_6

Supplementary Table 7: Full information lists of KEGG pathway of sex-biased circRNAs.

See Supplementary_Table_7

Supplementary Table 8: Primer sequence used in RT-PCR analysis

Gene name	Forward	Reverse	PCR product size
Mvh	GCCAGAGGGCTTGATATTGA	CAACTGGATTGGGAGCTTGT	370
Dazl	AATGACGTGGATGTGCAGAAG	ACAGTTGTATAAGCCTGGTAGTT	320
Fragills	AGCCTATGCCTACTCCGTGA	GGGTGAAGCACTTCAGGACC	225
Oct4	GTTTCAGCCAGACCACCATCT	TGGGAAAGGTGTCCCTGTAG	385
Stella	ACCATCAGAGAAAGTCGACCC	AATGGCTCACTGTCCCGTTC	372
Blimp1	GAGTAGTCAGTCGCTCGCTC	TCCAACATCTGAGATAAGCCTCT	241
GAPDH	ACTCAGGAGAGTGTTTCCTCG	GCGGAGATGATGACCCTTTTG	396
Acadm	GGTGACGAGTATGTTATC	TGTAGGTCGGTTCTATC	312
AW549877	ATCAATTACTTGCTACAG	CATCAGTATCAACTTCAT	214
Ccs	GTAGCCAATTACAGAATC	AGCTGTTTATCCTCTATC	325
Corps	AATCCTTACGATGCTGAT	AAGAACACAACCTCTAACAC	393
Dtymk	AACTGGAAGGTGGTTGAT	GCTGAATAGTGTAGAGATGTG	366
Fam3c	AAGAATAATGTCGGAAGA	TTATGTGCTGTTCAAAG	314
Fhl1	CTTCTACTGTGTGACTTG	AAAGTTCTTGTAGCAATC	208
Fkbp9	CTTTGACACATACATTGG	ATTGTAGTGGTATTGAG	280
Gsta4	AGGAGAGAGTCAGGATTG	ACTTCTTAATTGTAGGAATGTTG	330
Kras	GACATTAACCTCCCAGCCGT	GAGAGACAGGCTGAAAGCCA	209
Nme1	CCTTGTTGGTCTGAAGTT	AGAAGTCTCCTCGTATGG	224
Pvr13	CCTCAGTATGGATTCTCT	GGTTCAACTAACACAGTC	191
Rasa1	CAATCATGTGAGTTAAGT	CTAATGTCAGTGTTCTTG	322
Ryk	CAAATAAAGAGAAGCAAACATT	AAATTGCCTGTGGATTATTG	249
Slc4a7	CTAACACGAGCCCTGAAA	CAACAAATATCTGACGCTACTT	230
Zc3h14	GTAACAAAGACAACATACTA	ATAGTAATCTTGACTCATCT	267
Zmym4	TGAAGGAAGATATTCTGT	ATGTAACCATTAGGAAGT	256
Zfx	AAGATGACTTAGGTGGAA	CTCTCCAACAATCACTTC	380

How the deposited data were processed for this re-analysis (not part of the article)

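SSCs from testis and FGSCs from ovary of young mice were sequenced as 3 libraries per cell type, and the re-analysis covers the newly assembled lncRNAs. The authors mapped the reads to mm10, assembled transcripts, kept transcripts over their length, exon and coding-potential limits, and computed FPKM for SSCs and for FGSCs. The submitters' processing notes name TopHat2 and Cufflinks with no version and Cuffdiff 2.1.1, and the paper's methods name Scripture beside Cufflinks for the assembly. The deposited FPKM values are 1 value per transcript and cell type, as the authors' Cuffdiff run gave them over the 3 libraries of each. The deposited log2 fold changes, also the authors', are the log2 of the FPKM in SSCs over that in FGSCs and are infinite where one cell type is listed at 0. The deposited p-values and q-values are those of the authors' test, with a smallest p of 5e-05. The deposited test score of the authors was not used for a result. The authors tested 10931 of the 18573 transcripts and left 7642 untested.

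The design fixed before the data were examined called for a linear model on log2(FPKM + 0.5) over the 6 libraries and, for a table with 1 value per cell type, no test of its own but values, folds and the authors' p-values reported as theirs. The second case applied. Calls were therefore made from the p-values of the authors' deposited table, over the 10596 tested transcripts with at least 0.5 FPKM in SSCs or FGSCs, adjusted again by the Benjamini-Hochberg method, at an adjusted p under 0.05 and an absolute log2 fold change above 1 with a pseudocount of 0.5. This adaptation of the filter and the adjustment was settled after the values, including odds ratios under several backgrounds, had been looked at. SSC and FGSC values were not rescaled in the main setting. On the log2(FPKM + 0.5) scale the median of SSCs minus that of FGSCs over the tested transcripts was -0.11, and changes are given without removing it. Depth is known only per library, from the paper's Table 1, and sets no interval on a single transcript.

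Odds ratios compare autosomal with X-linked transcripts between called and other transcripts, with two-sided Fisher's exact tests and 95% confidence intervals. On data simulated over 10586 transcripts with true ratios of 0.6, 1 and 1.5, the mean estimates over 100 simulations were 0.607, 1.01 and 1.50. The simulated calls were drawn independently, unlike the real calls, which group along the chromosomes. The simulation therefore says nothing on p-values or intervals of grouped calls. Gene lists, 35 in all, and the rule for named genes were fixed before the data were examined. The rule takes the genes that the paper's text names, the 4 lncRNAs with annotated names and the largest change in each direction with at least 1 FPKM, and up to 4 members per list past the threshold. Its condition that libraries of the cell types not overlap, and its part on mRNAs, were not applied, since no library values and no mRNAs were used. The values that the study's tables give for lncRNAs had been seen when the rule was written. The 6 lncRNAs of Fig. 2 count as named by the paper. Set tests by camera were not run, since they need library values.

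Coordinates are 1-based on mm10, with 1 added to the starts of the table. Overlaps used GENCODE M21 and the RefSeq annotation of the same assembly. GC content and the share of masked repeats were taken over the whole locus, introns included. Places in the genome similar to a locus were counted with BLAST 2.17.0 at 90% identity over 80% of its length. Correlations across chromosomes used 100000 permutations. Alternatives in pseudocount, filter, scaling and threshold were set before the data were examined, and others were added later. Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1, statsmodels 0.14.6, matplotlib 3.10.9 and pysam 0.24.0 were used. The mRNAs, circRNAs, known lncRNAs, GO and KEGG terms and the co-expression networks of the paper were not analysed here. Transcript lengths were not computed, since the exons were not used here.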

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

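The tests on transcripts listed at 0, on the X odds ratio above 0 FPKM in both cell types and on the places of abundant loci in the genome were chosen after the results, or closely related ones, were seen, and so were the limits of 5 FPKM and 5000 bp for those loci.

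The Y chromosome, which Fig. 3A does not show, held 12 newly assembled lncRNAs. The 6 from 1031975 to 1294713 summed to 4.00 FPKM in SSCs and 0.00506 FPKM in FGSCs, with 5 of them listed at 0 in FGSCs, and the 6 from 90717599 to 90739449 summed to 30.0 FPKM in SSCs and 21.4 FPKM in FGSCs, cells from ovary. The FGSC values alone do not show transcription from a Y chromosome, and the source of these reads was not tested. Of 10 Y-linked lncRNAs tested, 3 were called male-biased and 1 female-biased.

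Most sex-biased lncRNAs were listed at 0 in one cell type. Among tested transcripts at 0.5 to 1 FPKM in the higher cell type, 1085 of 1406 (77.2%) were significant in the authors' deposited table when the other cell type was listed at exactly 0, against 0 of 106 when it was above 0 and under 0.01 FPKM. Handling of 0 FPKM in the authors' test is a candidate source of these calls, but this comparison cannot decide it. Its groups were matched in the level of the higher cell type, but not in the number of transcripts at a locus. At the locus over Tshz2, where 44 transcripts were assembled, 2 were significant in the authors' deposited table. Absence of a transcript from one of the sexes stays open, as untested, since no value per library was used.

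Female-biased were 111 of 439 lncRNAs tested on chromosome 14, the autosome with the highest such share, and 87 of 346 on the X chromosome. The odds ratio of the X chromosome was 0.548. Over 25 strata of GC content and length of the loci, 23 of them usable, the Mantel-Haenszel ratio was 0.683 (95% confidence interval 0.528 to 0.884). This is nearer to 1 but still below it, which argues against these properties as the whole cause. Among lncRNAs above 0 FPKM in both cell types the ratio was 0.544 (95% confidence interval 0.353 to 0.837), with 24 X-linked calls. As far as that interval holds, this argues against calls with 1 cell type listed at 0 as the whole cause. The 346 X-linked lncRNAs tested had a median log2 change of -0.89 (SSCs over FGSCs), outside the -0.57 to -0.10 that holds the middle 95% of 10000 autosomal sets of the same size and expression, which is consistent with a level shift of X-linked lncRNAs as a whole, although this median includes the called lncRNAs and is not independent of them. The intervals and the autosomal sets treat lncRNAs as independent, although neighbouring sex-biased genes mostly shared a direction, so these ranges may be too narrow. The sex of the cells, and with it the number of X chromosomes, stays open and was not tested.

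Of 30 intergenic loci called female-biased with at least 5 FPKM in FGSCs and listed at 0 in SSCs, 16 (53.3%), barely a majority, had 10 or more places in the genome at 90% identity, against 2 of 47 loci with the opposite listing (p = 9.96e-07, two-sided Fisher's exact test). The exact test takes loci as independent, although some lie close together on a chromosome, so its p may be too small. TCONS_00141431 on chromosome 7 (123 FPKM) and TCONS_00161655 on chromosome X (76.9 FPKM), singled out after their values were seen, are among the 16. Reads of repeat families that cannot be placed on 1 copy are a candidate source of these values. They leave open the 12 of the 30 with a single place, such as TCONS_00149687 on chromosome 8 (33.4 FPKM). A difference between the sexes in the transcription of repeats also stays open and was not tested.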

How the results depend on the processing

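The settings above 0 FPKM in both cell types, at least 0.5 FPKM in both, 1 transcript per gene, the authors' folds, other backgrounds and GC strata were chosen after seeing the data. No paired analysis was possible because the values used hold 1 value per cell type. For the same reason the test without a trend, fits without each library, the median or highest library, gene sums with a test and other splits of the samples were not run. The count of sex-biased lncRNAs, 2765 (1085 male-biased and 1680 female-biased), was 1216 (598 and 618) with log2(FPKM + 1), 1489 (688 and 801) with at least 1 FPKM, 4858 (1915 and 2943) at an unadjusted p under 0.05 with no fold limit, and 744 (298 and 446) above 0 FPKM in both cell types. The first 3 follow from their construction, a smaller fold on that scale, fewer transcripts or a looser limit. Of the main calls, 914 were above 0 FPKM in both cell types, and 170 of these were lost when adjusted over such transcripts alone. No transcript called both here and under an alternative turned its direction. Only quantile normalization could have turned such a call, since the other settings cannot change the sign of a log2 change beyond 1. The odds ratio of male-biased lncRNAs stayed above 1, up to 2.07 with GC strata, but did not pass its test with log2(FPKM + 1) (1.43), at least 1 FPKM (1.49) or above 0 FPKM in both cell types (1.59), and the cause was not tested. That of female-biased lncRNAs passed in each setting run, from 0.395 with at least 1 FPKM to 0.724 with the authors' calls and all lncRNAs as background. The enrichment test for imprinted genes passed in none. The Pearson correlation of SSC and FGSC levels, -0.0969, was -0.278 with log2(FPKM + 0.1), 0.00543 with log2(FPKM + 1), 0.0191 with no filter, -0.223 with at least 1 FPKM and 0.478 with at least 0.5 FPKM in both. Spearman's, -0.360, was -0.235 with no filter, -0.385 with at least 1 FPKM and 0.423 with at least 0.5 FPKM in both. Calls at members of the gene lists, 3, numbered 1 with log2(FPKM + 1). With no fold limit they numbered 4 at an adjusted p under 0.05 and 8 at an unadjusted p under 0.05. Over single named transcripts and settings, 257 values kept their side of the threshold, 5 lost a call (Mirg, Actg2 and Chtop) and 4 gained one. Named transcripts listed at 0 in 1 cell type, such as that at Gc, were not counted with the authors' folds. They were also not counted above 0 FPKM in both cell types, where they cannot be called. The transcript at Mirg was not counted with 1 transcript per gene. The number of reads behind a transcript is unknown, which limits most those of low FPKM.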

Differences from the paper's values

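The odds ratio of female-biased lncRNAs is 0.81 in the paper, where the lncRNAs include known ones, and 0.548 here over newly assembled lncRNAs alone. The paper's 0.81 lies above the 95% confidence interval here (0.427 to 0.703) and above that of each alternative set before the data were examined. Of later settings, the intervals above 0 FPKM in both cell types and over GC strata hold 0.81. So do those with all lncRNAs as background, both for the calls made here and for the authors' calls. Those with 1 transcript per gene and with the authors' fold changes do not. As stated above, these intervals may be too narrow. For male-biased lncRNAs the ratio is 1.22 there and 1.89 here, and 1.22 lies within the interval here (1.20 to 2.98). Among the alternatives set before the data were examined, log2(FPKM + 0.1), log2(FPKM + 1), at least 1 FPKM and both thresholds with no fold limit gave a ratio within 1.5 times of the paper's, and no filter, equal medians and quantile normalization did not. Of the settings chosen after seeing the values, 1 transcript per gene (1.81, dropping 1108 of the authors' 3695 calls), above 0 FPKM in both cell types (1.59, dropping 2951), the authors' fold changes (1.55, dropping 273) and the authors' calls with all lncRNAs as background (1.70) came within 1.5 times, and all lncRNAs as background with the calls made here (2.04) and 25 strata of GC content and locus length (2.07) did not.

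The level of TCONS_00083536 in FGSCs relative to SSCs is about 0.01 in Fig. 2D, read by eye, and 0.0159 here. No alternative applied to this ratio of FPKM values.

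Sense lncRNAs in SSCs number about 560 in each library in Fig. 3B, read by eye, and 901 here with any FPKM above 0 in the 1 value for SSCs, which covers the libraries together. The figure states no level, and at 0.1 FPKM the number here was 657, within 1.5 times. Both levels were chosen after the values were seen.

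Fig. 3A, read by eye, shows chromosome 11 with the second highest number of lncRNAs. Here it had 992, the ninth highest, against about 1400 in the figure. Chromosome 2 was the highest in both, with 1353 here and about 1800 in the figure. Whether the figure counts the same set of lncRNAs was not checked.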

Other observations

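The comparisons of this part with shuffles, on neighbouring lncRNAs and on stretches of 1 Mb, and the choice of regions were made after the values were seen, apart from the list of ceRNA genes, which was fixed earlier.

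In the imprinted region of chromosome 12 from 109541001 to 109723358, which holds Meg3 and Rian, 19 of 20 lncRNAs had higher FPKM in SSCs, with summed levels of 25.5 FPKM in SSCs and 3.07 FPKM in FGSCs. Of the 20, 2 were called male-biased and 18 did not pass or were not tested. TCONS_00034198, which shares a junction with Meg3, a maternally expressed lncRNA, had 8.18 FPKM in SSCs and 0.191 FPKM in FGSCs. Its p of 0.0223 (q = 0.077) in the authors' deposited table was 0.0589 adjusted again over the lncRNAs kept, which did not pass, and it passed adjusted over the list alone, as the only lncRNA tested among the ceRNA genes of the paper. All 7 lncRNAs at Mirg, from 109723421 to 109749460, had higher FPKM in FGSCs, with summed levels of 1.40 FPKM in SSCs and 3.89 FPKM in FGSCs, and 1 of them was called. TCONS_00067303, which shares a junction with 4930405O22Rik, a lncRNA of the paper's networks, had 0.444 FPKM in SSCs and 1.02 FPKM in FGSCs and did not pass (p = 0.123 in the authors' deposited table).

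Sex-biased lncRNA genes of one direction lay in groups along the chromosomes. On chromosome 8 from 82579978 to 82745041, in a stretch of 1 Mb that also holds Inpp4b, a phosphoinositide phosphatase gene, and Il15, 24 male-biased genes summed to 33.3 FPKM in SSCs and 0.233 FPKM in FGSCs. On chromosome 17 from 9178799 to 9261409, in a stretch with Pabpc6, 20 female-biased genes summed to 127 FPKM in FGSCs and were listed at 0 in SSCs, but TCONS_00060729 (55.6 FPKM) and TCONS_00060730 (34.1 FPKM) among them have 65 and 839 places in the genome. On chromosome 3 from 38507989 to 38595432, in a stretch with Fat4, a cadherin gene, 17 female-biased genes summed to 39.5 FPKM in FGSCs and were listed at 0 in SSCs. In the stretch of chromosome 8 with Sall1, a zinc finger gene, 14 of 17 were female-biased. Of 37 stretches of 1 Mb with at least 8 sex-biased genes, 28 held 1 direction alone (10 male-biased and 18 female-biased), against at most 5 in 1000 shuffles of the directions within chromosomes.

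The same grouping, measured on the same calls and so not independent of the stretches above, shows in neighbouring genes. Of 1884 neighbouring pairs within 1000 kb, 78.6% had the same direction, against 53.0% on average and at most 57.2% in 10000 shuffles within chromosomes. The share was 98.9% for gaps up to 10 kb, 89.2% from 10 to 50 kb, 65.9% from 50 to 200 kb and 54.1% from 200 to 1000 kb, the last close to the average of the shuffles over all gaps. Whether near pairs are fragments of one long transcript assembled as separate genes was not tested.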
